# Deep-Sea Water Containing Selenium Provides Intestinal Protection against Duodenal Ulcers through the Upregulation of Bcl-2 and Thioredoxin Reductase 1

**DOI:** 10.1371/journal.pone.0096006

**Published:** 2014-07-01

**Authors:** Chih-Ching Yang, Chien-An Yao, Yi-Ruu Lin, Jyh-Chin Yang, Chiang-Ting Chien

## Abstract

Deep-sea water (DSW), which is rich in micronutrients and minerals and with antioxidant and anti-inflammatory qualities, may be developed as marine drugs to provide intestinal protection against duodenal ulcers. We determined several characteristics in the modified DSW. We explored duodenal pressure, oxygenation, microvascular blood flow, and changes in pH and oxidative redox potential (ORP) values within the stomach and duodenum in response to tap water (TW, hardness: 2.48 ppm), DSW600 (hardness: 600 ppm), and DSW1200 (hardness: 1200 ppm) in Wistar rats and analyzed oxidative stress and apoptosis gene expressions by cDNA and RNA microarrays in the duodenal epithelium. We compared the effects of drinking DSW, MgCl_2_, and selenium water on duodenal ulcers using pathologic scoring, immunohistochemical analysis, and Western blotting. Our results showed DSW has a higher pH value, lower ORP value, higher scavenging H_2_O_2_ and HOCl activity, higher Mg^2+^ concentrations, and micronutrients selenium compared with TW samples. Water infusion significantly increased intestinal pressure, O_2_ levels, and microvascular blood flow in DSW and TW groups. Microarray showed DSW600, DSW1200, selenium water upregulated antioxidant and anti-apoptotic genes and downregulated pro-apoptotic gene expression compared with the TW group. Drinking DSW600, DSW1200, and selenium water but not Mg^2+^ water significantly enhanced Bcl-2 and thioredoxin reductase 1 expression. Bax/Bcl-2/caspase 3/poly-(ADP-ribose)-polymerase signaling was activated during the pathogenesis of duodenal ulceration. DSW drinking reduced ulcer area as well as apoptotic signaling in acetic acid-induced duodenal ulcers. DSW, which contains selenium, provides intestinal protection against duodenal ulcers through the upregulation of Bcl-2 and thioredoxin reductase 1.

## Introduction

Deep sea water (DSW) obtained from 200 m under the surface of the sea is characterized by high purity, low temperature, and high nutrient and mineral concentrations [1]–[3]. DSW has been used to reduce lipid profiles and lipid peroxidation [2]–[4], prevent mild hypertension and atherosclerosis [3], and decrease the accumulation of inflammatory foam cells in the aorta of dietary-induced hyperlipidemia in rabbits [5]. Intake of dissolved organic matter in DSW has been shown to inhibit neointimal hyperplasia in balloon-injured common carotid arteries [6]. In the development of atopic dermatitis, a type of chronic inflammatory skin disease, DSW ingestion or bathing improves dermatitis symptoms and allergic skin responses by reducing the inflammatory cell infiltration, and inhibiting the upregulation of IgE, histamine, and pro-inflammatory cytokines in the serum [7]–[8]. DSW intake has been shown to delay cataract development by decreasing nitric oxide levels in the lens of the shumiya cataract rat [9]–[10]. These data suggest that DSW may be helpful in the prevention and treatment of oxidative stress- and inflammation-related diseases.

Increased production of toxic reactive oxygen species (ROS) evokes abnormal signal transduction, cellular dysfunction, inflammatory monocyte/macrophage infiltration, and cell death cascade in the damaged tissues [11]–[13]. This enhanced oxidative stress may induce apoptotic cell death due to the increase in Bax/Bcl-2 ratio, the opening of the mitochondria permeability transition pore, and the release of mitochondrial cytochrome C into the cytosol, which increases caspase 3 activity and poly-(ADP-ribose)-polymerase (PARP) cleavage [11]–[13]. Bcl-2 family members have been reported to play a critical role in the regulation of *Helicobacter pylori* (*H. pylori*) infection-induced gastric apoptosis [13]. In duodenal ulcer patients infected with *H. pylori*, duodenal ulcers have been shown to be associated with a high degree of apoptosis [14]. We hypothesized that Bax/Bcl-2/caspase 3/PARP signaling may be involved in the pathogenesis of duodenal ulceration.

Oxidative stress and inflammation contribute to *H. pylori* infection and other factors that are known to induce gastrointestinal ulceration [15]. High intake of Mg^2+^ ions can improve *H. pylori* infection, gastric ulcer [16]–[18], and gastro-esophageal reflux [19]. Deficiencies in antioxidant vitamins and selenium can cause *H. pylori*-associated active chronic gastritis rapidly converting to chronic atrophic gastritis [20]. To date, the effect of antioxidant and anti-inflammatory DSW ingestion on duodenal ulcers has not been determined. We aimed to evaluate whether DSW ingestion has any beneficial effects for preventing acetic acid-induced duodenal ulcers in a rat model. We also compared the effect of MgCl_2_ and selenium on acetic acid-induced duodenal ulcers. Our data found that DSW ingestion may attenuate acetic acid-enhanced duodenal ulceration and apoptosis formation via action of selenium. DSW ingestion in daily life may have preventive or therapeutic potential for gastrointestinal ulceration.

## Materials and Methods

### Ethics statement

Original DSW was obtained from a depth of approximately 618 m in Chisingtan Bay, Hua-Lien County, Taiwan and was permitted by Stone and Resource Industry Research and Development Center (Guanghuajian, Hualien, Taiwan). Female Wistar rats (220–250 g in weight each) were purchased from BioLASCO Taiwan Co. Ltd. (Taipei) and housed at the Experimental Animal Center, National Taiwan Normal University, at a constant temperature and with a consistent light cycle (light from 0700 to 1800 h). The animal care and experimental protocols were approved by the National Taiwan Normal University and were in accordance with the guidelines of the National Science Council of the Republic of China (NSC 1997).

### DSW preparation

Modified DSW samples were prepared and provided by Stone and Resource Industry Research and Development Center (Guanghuajian, Hualien, Taiwan). In brief, the original DSW was processed by reverse osmosis (RO) and electrodialysis (ED) to reduce the sodium content. The hardness of DSW indicated in ppm was calculated by the following formula: [CaCO_3_] ppm = ([Ca^2+^]×2.5+[Mg^2+^]×4.1) ppm. After RO and ED, DSW drinking waters with hardness of 600 and 1200 ppm were obtained. DSW drinking waters were pasteurized at 80°C for 60 s and immediately stored at room temperature (25°C) until given to the test animals. The mineral contents in each sample of water were analyzed using an inductively coupled plasma optical emission spectrometer (JY ULTIMA 2000, Horiba, France). The pH value, hardness, and major mineral concentrations (including selenium) of each drinking water (2.1 ppm tap water [TW], 589 ppm deep-sea water drinking water [DSW600], and 1185 ppm DSW drinking water [DSW1200]) are shown in **Table 1**.

**Table 1:** The characteristics of pH, ORP, antioxidant activity, and mineral contents of the different types of water studied.

	TW	DSW600	DSW1200
pH	6.68	7.01	7.29
ORP (mV)	344	203	125
H_2_O_2_-CL counts (counts/10 s)	1.20±0.42 (×10^7^)	5.82±1.90 (×10^6^)	1.72±0.54 (×10^6^)
HOCl CL counts(counts/10 µs)	3.11±0.62 (×10^5^)	1.09±0.34 (×10^5^)	5.21±1.63 (×10^4^)
Na (mg/dL)	0.45	368	738
K (mg/dL)	0.11	67	133
Ca (mg/dL)	0.21	1.02	2.08
Mg (mg/dL)	0.35	225	448
Mg/Ca	1.66	220	215
Hardness (ppm)	2.1	589	1185
Selenium (µg/L)	ND	0.0011	0.0023
As (µg/L)	ND	ND	ND
Cr (µg/L)	ND	ND	ND
Ba (µg/L)	ND	ND	ND
Cd (µg/L)	ND	ND	ND
Pb (µg/L)	ND	ND	ND
Hg (µg/L)	ND	ND	ND

ND: not detectable in our samples.

### Measurement of pH and ORP values and antioxidant activity

We measured the oxidative redox potential (ORP) values (HI 8014, portable pH/ORP meter, HANNA Instruments, Cluj-Napoca, Romania) and pH values (Denver Instrument UltraBasic UB-10 pH Benchtop meter, Cole-Parmer, Vernon Hills, Illinois, USA) of the samples. We determined the scavenging H_2_O_2_ and HOCl activity of the samples using a modified luminol-ultrasensitive chemiluminescence assay [21].

### Animal surgery

The rats were anesthetized with subcutaneous urethane (1.2 g/kg). Body temperature was maintained at 36.5–37.0°C by an infrared light and was monitored with a rectal thermometer. PE50 catheters were placed in the left carotid artery to measure heart rate and arterial blood pressure (ABP) using an ADI system (PowerLab/16S, ADI Instruments, Pty Ltd, Castle Hill, Australia) with a transducer (P23 1D, Gould-Statham, Quincy, CA), and in the left femoral vein for administration of tested drugs or anesthetics when needed.

### Characteristics of water in the stomach and intestine

To measure the optimal pH and ORP values of the waters in the stomach, a PE200 tube was inserted to the esophagocardiac junction of the stomach via the oral cavity and different waters were infused into the stomach. The waters were infused at a rate of 0.2 mL/min for 60 min. Another PE200 tube was inserted from the duodenal to the pyloric area to collect the waters in order to measure changes in ORP and pH values in the stomach (**Figure 1A**).

**Figure 1:**
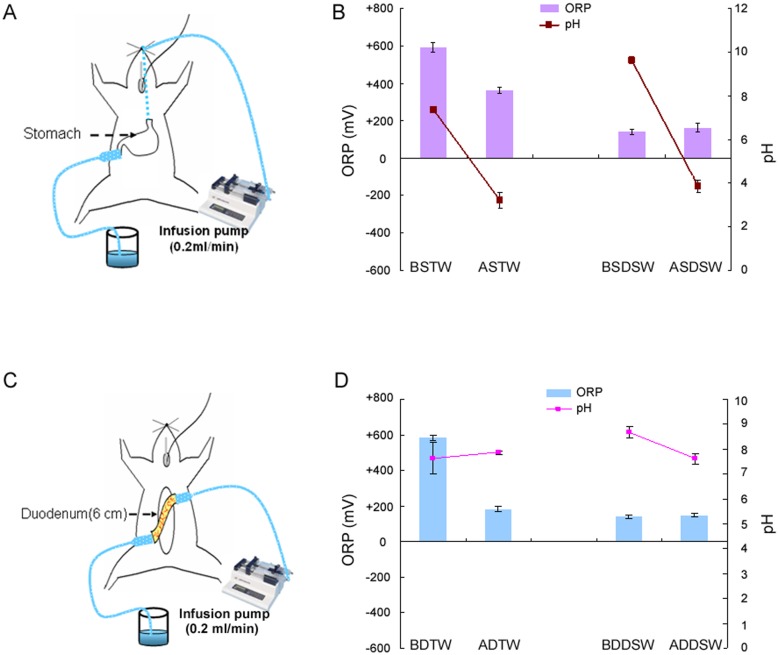
The characteristics of pH and ORP values of water solution before and after the stomach and duodenum. The setup for the measurement of changes in pH and ORP values of the tap water (TW) or deep-sea water (DSW) solution after passing through the stomach (A) or duodenum (C). The statistical data relating to pH and ORP values before and after stomach or duodenum pathway are displayed in B and D, respectively. BSTW = TW before passing through the stomach; ASTW = TW after passing through the stomach; BSDSW = DSW before passing through the stomach; ASDSW = DSW after passing through the stomach; BDTW = TW before passing through the duodenum; ADTW = TW after passing through the duodenum; BDDSW = DSW before passing through the duodenum; ADDSW = DSW after passing through the duodenum.

To measure optimal pH and ORP values of the waters in the duodenum, a PE200 tube was inserted into the duodenum from the pyloric stomach (**Figure 1C**) and different waters were infused into the duodenum at a rate of 0.2 mL/min for 60 min. Another PE200 tube was inserted from the distal end of the duodenal area to collect the waters in order to measure changes in ORP and pH values.

### cDNA microarray analysis

A detailed protocol for rat cDNA microarray analysis has been reported previously [22]. Epithelial cells were isolated from the small intestine of the rats [23]. In brief, the small intestine was rapidly removed and washed with ice-cold saline solution. Proximal intestinal segments (1.0 cm) were incubated at room temperature in phosphate buffer saline (PBS) containing 1 mM dithiothreitol for 15 min, followed by a 30-min incubation period at 37°C in a calcium- and magnesium-free PBS containing 1 mM EDTA and 2 mM glucose. Following the incubation, the tissues were vortexed for 30 s, the loosened epithelial cells were filtered through a 60-µm nylon textile and collected by centrifugation and resuspension in PBS. RNA from isolated intestinal cells was treated with Trizol reagents and quality control was determined using a NanoDrop ND-1000 spectrophotometer (Thermo Scientific). Five micrograms of mRNA from each sample was used with commercial [Rat230_2] Affymetrix Rat Genome 230 2.0 Array and was performed in National Taiwan University Microarray Core. Affymetrix submissions are typically submitted to *Gene Expression Omnibus* (GEO) using the GEOarchive method and obtained the accession number (GSE55142).

### RNA purification microarrays

The preparation of RNA with RNase-Free DNase Set (Qiagen) and RNeasy MinElute Cleanup Kit (Qiagen) was analyzed with SABioScience RT^2^ Profiler Q-PCR array. PCR reactions were performed to evaluate the expression of 84 genes using Qiagen RT^2^ Prolifer PCR array PARN-012ZA (Rat Apoptosis SuperArray) and PARN-065ZA (Rat Oxidative Stress SuperArray). Real-time PCR was performed on ABI Prism 7900 HT (Applied Biosystems) according to the manufacturer’s instructions, and analyzed using ViiA-7 Real-Time PCR System. The C_t_ values were measured by using the web-based PCR array data analysis software.

### Measurement of duodenal blood flow and tissue oxygen tension

Duodenal pressure, microcirculation, tissue oxygenation, and temperature were evaluated simultaneously using PE50 tubing connected to a pressure transducer and one PO_2_/temperature/perfusion sensor-containing single fiber optic + thermocouple + laser Doppler fiber and recorded with a recording system (OxyLite 2000E+OxyFlo, Oxford Optronix Limited, Oxford, UK) [24].

At the end of each experiment, the rats were sacrificed with an overdose of anesthetics. The duodena were removed and divided into two parts. One part was stored in 10% neutral buffered formalin for pathologic and immunohistochemical assays, and the other was stored at −80°C for further analysis.

### Duodenal ulcer induction

DSW drinking at hardness of 200–1000 ppm (Mg^2+^200–1000 mg/L) delayed cataract development [9], [10], at hardness of 1200 pm (Mg^2+^241 mg/L) [5] or 1400 ppm (Mg^2+^386 mg/L) [4] decreased serum total and low-density lipoprotein-cholesterol and prevented hyperlipidemia and arteriosclerosis. Therefore, we prepared DSW with a lower hardness of 600 ppm (DSW600) and a higher hardness of 1200 ppm (DSW1200) in this study. We tested acetic acid-induced duodenal ulcers in the TW, DSW600, DSW1200, magnesium chloride (MgCl_2_) water, and selenium water groups (n = 6 each). We used the guideline for conversion of animal doses to human equivalent doses based on body surface area (Guidance for Industry Estimating the Maximum Safe Starting Dose in Initial Clinical Trials for therapeutics in Adult Healthy Volunteers, US Department of Health and Human Services Food and Drug Administration Center for Drug Evaluation and Research 2005, Pharmacology and Toxicology). Referring to the human recommended daily allowance (RDA) of magnesium at 350 mg/day [10], these rats drank 41±3 mL/day of DSW600 (equivalent to 94.5 mg Mg^2+^/day) or 39±3 mL/day of DSW1200 (equivalent to 176.1 mg Mg^2+^/day). The dosage of DSW1200 (equivalent to 176.1 mg Mg^2+^/day) was estimated as following: 350 mg/day (a maximum recommended starting dose in human) ÷ 60 (kg/body weight) ×6.2 (the conversion factors for converting human equivalent dose in mg/kg to animal dose in mg/kg) ×5 (safety factor) = 180 mg Mg^2+^/day in the rats. Additionally, MgCl_2_ water (225 and 450 mg/dL, Sigma-Aldrich) or selenium water treatment was conducted for comparison with the DSW supplement. We prepared MgCl_2_ water at 225 and 450 mg/dL for production of similar Mg^2+^ level like DSW600 and DSW1200 to evaluate Mg^2+^ effect on acetic acid-induced duodenal ulcer. Because selenium is contained in DSW (0.005–5 µg/L) [2], [9] and induced anti-apoptotic potential at concentration of 1.5 mg/L of sodium selenite [25], we therefore used sodium selenite (Sigma-Aldrich, 1 mg/L of distilled H_2_O) to test its effect on acetic acid-induced ulcer and apoptosis. These rats drank 42±4 mL of 225 mg/dL of MgCl_2_ water (equivalent to 94.5 mg Mg^2+^/day), 40±4 mL of 450 mg/dL of MgCl_2_ water (equivalent to 180 mg Mg^2+^/day), or 39±4 mL of selenium water (equivalent to 0 mg Mg^2+^/day and selenium 39 µg/day).

The abdomen was opened and the duodenum was exposed. A plastic tube, 4.2-mm diameter, was applied tightly to the wall of the duodenum approximately 5 mm beyond the pylorus. Approximately 70 µL of 100% acetic acid was applied for 10 s to the mucosa surface of the duodenum. After removal of the acetic acid, the abdomen was sutured. This resulted in the formation of ulcers of the mucosa and submucosa within the area of acetic acid application. All the rats were fasted with unlimited access to tested water under the day of acetic acid induction and then had free access to food and tested waters after recovery. We only examined acetic acid-induced duodenal ulcer and apoptosis after 24 hours (Day 1) or 72 hours (Day 3) of acetic acid stimulation. Twenty-four hours of water restriction (WR) would damage duodenal epithelium according to our microarray information, therefore, we did not use acetic acid-induced ulcer in the WR group in the present study. At the end of each experiment i.e. after either Day 1 or Day 3 of ulcer induction, the animals were sacrificed with an intra-peritoneal overdose of anesthetics.

### Western blotting

Expression levels of apoptosis-related proteins including Bcl-2 (Transduction, Bluegrass-Lexington, KY), Bax (Chemicon, Temecula, CA), caspase 3 (CPP32, Upstate Biotechnology, Lake Placid, NY), PARP (Cell Signaling Technology, Inc., Danvers, MA), and β-actin (Sigma, Saint Louis, MI) were analyzed using Western blotting in the duodenal epithelium from the ulcers of rats in the different groups [24].

### Pathology and TUNEL immunohistochemistry

The histology and histological scoring of duodenal sections for acetic acid-induced ulcers were determined as described previously [26]. At the indicated time, all animals were sacrificed and the duodena were excised carefully and cut open along the anti-mesenteric side. The duodenal ulcer was developed on the anti-anterior wall (anti-mesenteric wall) of the duodenum. The photographs of the duodenum were digitized and converted to binary images through gray scale imaging. Using the National Institute of Health (NIH) image-J software, the area of duodenal ulcers (mm^2^) was calculated. The percentage area was calculated using the following formula:
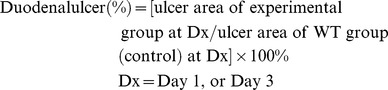

Increased oxidative injury may contribute to apoptosis. We performed terminal deoxynucleotidyl transferase-mediated nick-end labeling (TUNEL) for evaluating apoptosis in the paraffin-embedded sections of duodenal tissues [11]. Briefly, 5-µm thick sections of duodenal tissues were prepared, deparaffinized, and stained by the TUNEL-ABC method. A biotinylated secondary antibody (Dako, Botany, NSW, Australia) was then applied followed by streptavidin conjugated to HRP (Dako). The chromogen used was Dako Liquid diaminobenzene. Twenty high-powered (×400) fields of the sections were randomly selected in each section, and the number of apoptotic cells was counted. The value of apoptotic cells/(apoptotic cells and methyl green stained cells in the duodenal cells) was calculated in high-powered (×400) fields. For ulcer and apoptosis detection, we only included the duodenal tissues with tested waters after 24 hours (Day 1) or 72 hours (Day 3), respectively. TW drinking was selected as control group in the present study. We did not adapt the rats without water drinking for 24 hours. All histological sections were analyzed using a Sonix Image Setup (Sonix Technology Co., Ltd) containing image analyzing software Carl Zeiss AxioVision Rel.4.8.2 (Future Optics & Tech. Co. Ltd., Hangzhou, China).

### Bacterial strains and the anti-bacterial activity of DSW

The method for evaluating anti-bacterial (*H. pylori*) activity of DSW was performed as described previously [12]. The bacterial strains from 10 clinical isolates of *H. pylori* were used. The clinical isolates were obtained from gastric biopsy specimens from patients with peptic ulcer after getting the informed consents. The protocol has been approved by the Clinical trial/Research Approval of National Taiwan University Hospital (NTUH-REC No.: 201304065RIND). The blood agar plate was prepared by the Brain Heart Infusion (BHI) agar with 10% sheep blood, 1% IsoVitalex, and antibiotics. The blood agar plates with the autoclaved DSW were prepared to the different hardness of 600, 1200 and 2400 ppm. *H. pylori* were cultured on the blood agar plates at 37°C under microaerophilic conditions (5% O_2_, 10% CO_2_, 85% N_2_) in duplicate. After 3–5 days, the situation of bacterial growth was observed and analyzed in the agar plates.

### Statistical analyses

All values are expressed as mean ± standard error mean (SEM). Between-group comparisons in characteristics of tested waters, duodenal ulcer area, apoptotic number, protein expression and anti-bacterial activity were performed using unpaired *t-*tests or analysis of variance with Bonferroni method as *post hoc* analysis. Within-group comparisons in characteristics of tested waters, duodenal ulcer area, apoptotic number, protein expression and anti-bacterial activity were performed using paired *t-*tests or repeated-measures analysis of variance with Bonferroni method as *post hoc* analysis. P-values of <0.05 were considered to be statistically significant. All calculations were performed using SPSS for WINDOWS software (version 13.0; SPSS Inc, Chicago, IL). All microarray data were normalized by quantile normalization. The statistics significance from microarray data was filtered with a 2-fold changed selection criterion from the corresponding genes.

## Results

### Characteristics of DSW

As shown in **Table 1**, DSW is characterized as having higher pH value, lower ORP value, higher Na^+^, K^+^, Ca^2+^, Mg^2+^ concentrations, and higher selenium micronutrients. In all, these components displayed higher antioxidant H_2_O_2_ and HOCl activity in terms of scavenging H_2_O_2_ and HOCl when compared with TW samples.

### Oxidative stress gene expression in response to DSW

To characterize signaling events underlying the different effects of water ingestion on the duodenal epithelium, we analyzed the activation of several transcription factors. 

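Gene expression in the loosened epithelial cells of the proximal small intestine was measured on 8 rat arrays (Affymetrix Rat Genome 230 2.0), 2 each for TW, DSW1200 and SeW given for 3 days and for WR of 12 h by the labels; the paper's methods also mention a longer WR beside microarray data. SeW held selenite at 1 mg/L by the paper's methods, while the legend of Fig. 4 names another concentration as well; DSW600 and MgCl_2_ water were not analysed here. Median signal over all probe sets was 8.40 and 4.30 on the TW arrays, 9.00 and 8.00 in WR, 6.10 and 7.00 in DSW1200, and 11.1 and 10.6 in SeW. The beta-actin 3'/5' signal ratio, which rises as RNA is degraded or copied short, averaged 22.3 in TW, 23.0 in WR, 29.9 in DSW1200 and 12.3 in SeW. Correlation between the 2 arrays of a group over all probe sets was 0.946 in TW, 0.969 in WR, 0.954 in DSW1200 and 0.976 in SeW; TW replicate 1 had a higher mean correlation with the other groups (0.959) than with TW replicate 2, whose mean with the other groups was the lowest (0.940). The values are MAS5 signal intensities on a linear scale, and before any scaling the median tested gene lay 0.92 log2 units higher in SeW than in TW, 0.38 higher in WR and 0.054 higher in DSW1200. After quantile normalization, which the paper's methods describe, these medians were -0.042, -0.011 and -0.021. Each of the 9258 tested genes was represented by its brightest probe set, with a mean signal over 6.69, and groups were compared by limma with Benjamini-Hochberg adjustment over these genes. On simulated data with the spread of these arrays, the test found 75.4% (WR against TW), 76.2% (DSW1200) and 70.3% (SeW) of genes changed 4-fold, and 31.3%, 25.8% and 18.2% of genes changed 2-fold. Levels are given as mean normalized signal ± SD of 2 arrays, and changes as log2 differences between group means. The 2 arrays of a group are not stated to come from separate animals or pools, so a p-value measures the spread between these samples, and with 2 against 2 the smallest exact permutation p for any single value is 0.333. Tables 2 and 3 hold PCR array values, and the paper does not state whether the PCR arrays and the Affymetrix arrays used the same RNA.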

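*Gpx2*, the glutathione peroxidase of the gut epithelium, differed among TW, WR, DSW1200 and SeW: its mean signal was 2137 ± 541 in TW, 1679 ± 82.8 in WR, 1935 ± 236 in DSW1200 and 884 ± 17.0 in SeW (limma F test, adjusted p 0.0404, n = 2 arrays per group). It was the only gene past adjusted p 0.05 among 31 measured antioxidant enzyme genes, and the only one among the 43 measured genes that Table 2 lists for these groups. *Mt1*, a metal-binding metallothionein, came next among the antioxidant genes (adjusted p 0.0531) and *Txnip*, which binds and inhibits thioredoxin, among the Table 2 genes (0.0785); each passed only with adjustment over its list alone, where 2 genes passed in either list. Among the antioxidant genes, 10 had an unadjusted p under 0.05, where chance gives 1.55. Over all 9258 genes the F test called 57, with 1627 at an unadjusted p under 0.05 and 463 by chance. The count of 57 rests on single arrays: it was 393 without TW replicate 1, 90 without TW replicate 2, 6 without WR replicate 1, 6 without WR replicate 2, 3 without SeW replicate 1 and 2 without SeW replicate 2. It was 1 with no filter, 18 with the mean of probe sets and by limma 0 without an intensity trend. With the beta-actin 3'/5' ratio as a covariate, chosen after seeing the data, it was 0 too. The F test call of *Gpx2* was therefore lost in both fits with a count of 0. As deposited, where the median tested gene lay 0.92 log2 units higher in SeW than in TW, 2766 genes passed.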

Changes in oxidative stress gene expression differed significantly between the DSW, water restriction for 12 hours, and TW groups (*P*<0.05). These changes are shown in **Table 2**. Of the 84 oxidative stress genes that were evaluated, six were downregulated in the WR group; 4 were upregulated in the DSW600 group; and 20 were upregulated in the DSW1200 group. 

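In WR the signal of *Sod1*, the cytosolic superoxide dismutase, was 820 ± 74.7 against 1318 ± 131 in TW (n = 2 arrays each), a log2 change of -0.69 (SE 0.19, adjusted p 0.398). The signal of *Gsr*, glutathione reductase, was 34.4 ± 17.7 against 48.0 ± 5.45, a change of -0.58 (adjusted p 0.628). *Psmb5*, a proteasome subunit, lay at -0.35 (adjusted p 0.549) and *Prdx4*, a peroxiredoxin of the endoplasmic reticulum, at 0.098 (adjusted p 0.913). Of the 6 genes that Table 2 lists as lower in WR, these 4 were tested: 3 had a lower mean than TW, and by limma 0 passed adjusted p 0.05 over all genes and 1 (*Sod1*) passed with adjustment over the 4 alone, against 898 genes at an unadjusted p under 0.05 over all 9258. *Fmo2* was dim, and *Fth1* had no probe set to itself. In DSW1200, 12 of the 20 listed genes were tested. The mean was above TW for 6 and below for 6; by limma 0 of the 12 passed over all genes or over the 12 alone (smallest adjusted p 0.617), with 733 of all genes at an unadjusted p under 0.05. The changes ran from -0.78 (*Txnip*, adjusted p 0.617) to 0.69 (*Fancc*, a DNA repair gene, adjusted p 0.809). Another 6 of the listed genes were dim, and 2 had no probe set to themselves.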

DSW1200 activates the expression of flavin-containing monooxygenase 2 (*Fmo2*), glutathione peroxidase 1, 5, 6 (*Gpx1, Gpx5, Gpx6*), glutathione reductase (*Gsr*), nitric oxide synthase 2, inducible *(Nos2)*, thioredoxin reductase 1 (*Txnrd1)*, superoxide dismutase 1 (*Sod1*), some antioxidant-related genes peroxiredoxin 4 (*Prdx4*), and selenoprotein P, plasma, 1 (*Sepp1*). DSW600 upregulates one antioxidant gene, DSW1200 upregulates 8 antioxidant genes, whereas TW upregulates none antioxidant genes, indicating the potential of DWS1200 as an antioxidant. 

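In DSW1200, of 31 measured antioxidant enzyme genes, 11 lay above TW and 20 below, with a median log2 change of -0.13 (limma camera, adjusted p 0.5001, 0.921 with an estimated correlation between genes). *Gpx1*, a glutathione peroxidase, had a signal of 341 ± 43.1 in DSW1200 and 309 ± 74.3 in TW (n = 2 arrays each), a change of 0.16 (SE 0.20, adjusted p 0.816). *Selenop*, the secreted selenium carrier, changed by 0.42 (adjusted p 0.657) and *Prdx4* by 0.20 (adjusted p 0.793), while *Gsr* lay at -0.48 (adjusted p 0.702) and *Sod1* at -0.41 (adjusted p 0.617). None of these differences passed the test. *Fmo2*, *Gpx6* and *Nos2* were dim by their mean log2 value over the 8 arrays: their mean signals were 3.47 ± 1.19, 0.394 ± 0.221 and 10.4 ± 3.42 in DSW1200 and 1.96 ± 2.50, 0.931 ± 0.840 and 15.4 ± 0.327 in TW. The 18 measured selenoprotein genes had a median change of -0.006 (adjusted p 0.822, 0.921 with an estimated correlation between genes), with 0 past adjusted p 0.05 by limma over all genes, where 733 of 9258 genes had an unadjusted p under 0.05, and 0 over the list alone.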

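In SeW the 31 measured antioxidant enzyme genes were lower than in TW as a group, with a median log2 change of -0.20 (limma camera, adjusted p 0.0463, 0.684 with an estimated correlation between genes). *Mt1*, a metallothionein that binds metals and oxidants, fell from 154 ± 49.9 to 37.3 ± 8.60 (n = 2 arrays each), a change of -2.03 (SE 0.31, adjusted p 0.0166). *Gpx2* fell too, 0 antioxidant genes rose by limma, and adjusted over the list alone *Gpx4* passed as lower as well, 3 in all. *Ccs*, the copper chaperone of *Sod1*, lay at -0.55 (adjusted p 0.116) and *Sod1* at -0.54 (adjusted p 0.152). The list's call was lost without TW replicate 1 (adjusted p 0.0591), TW replicate 2 (0.0558), WR replicate 1 (0.0538), WR replicate 2 (0.0561) or SeW replicate 1 (0.0834), and with no filter (0.0718), with the stricter filter (0.106), with the mean of probe sets (0.0545), without an intensity trend (0.105) and with only the 4 arrays compared (0.0586). That of *Mt1* was lost without SeW replicate 1 (0.114) or SeW replicate 2 (0.0951), and with no filter (0.0984), without an intensity trend (0.118) and with only the 4 arrays compared (at the threshold). Of the 48 genes that Table 2 lists for SeW, 40 were tested. Among 26 listed as higher, 11 had a higher mean in SeW than in TW and 15 a lower one; among 14 listed as lower, 9 were lower and 5 higher. *Gpx2* was the only 1 of the 40 past adjusted p 0.05, both over all genes and over the 40 alone. The SeW arrays had the lowest beta-actin 3'/5' ratio, 12.3 against 22.3 in TW, so RNA state and treatment change together between these groups. Cell markers moved in the same comparison: 14 of 18 myeloid markers lay below TW and 19 of 23 brush border genes above. The brush border median was -0.079 with median centring. A changed mix of cells was not separated from changes within cells. With the values as deposited the list's median was 0.74, where the median of all genes was 0.92 (adjusted p 0.227).

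**Figure D1:**
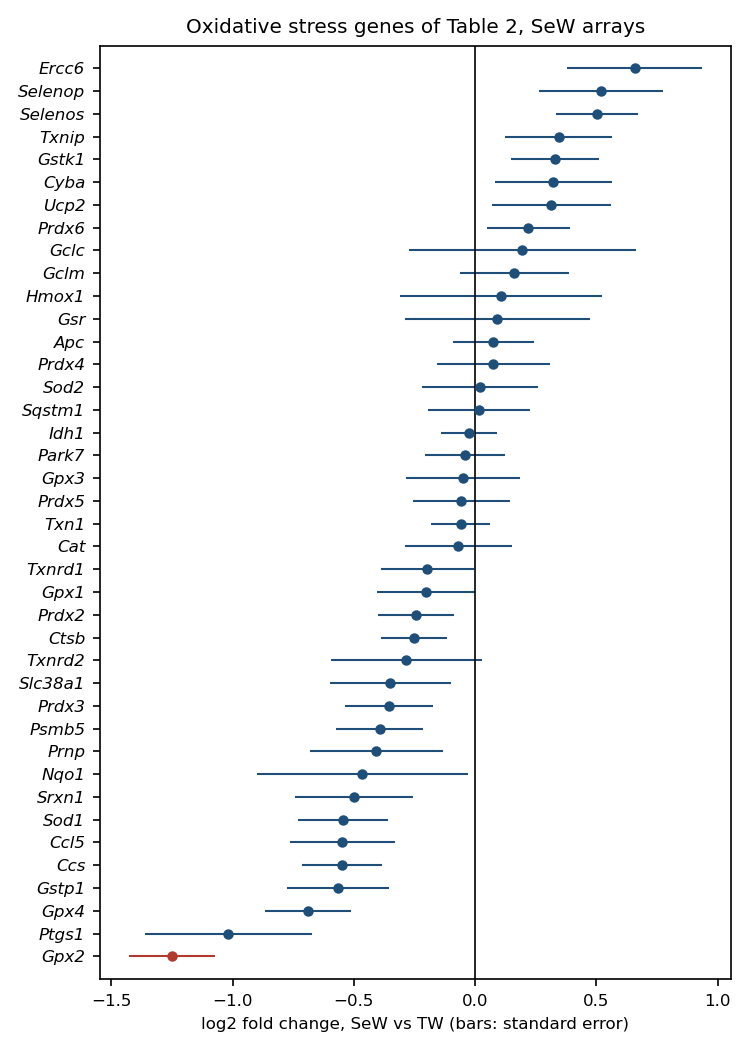
Log2 change between SeW and TW on the Affymetrix arrays for the 40 tested genes of Table 2 (vertical axis), ordered by change. Points are differences between the means of 2 arrays per group after quantile normalization, and bars are standard errors from limma. Red marks genes past adjusted p 0.05 and blue the others. *Gpx2* at -1.25 is the only red point; *Ercc6* at 0.66 is the highest.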

SeW treatment upregulated 31 gene expressions and downregulated 17 genes expression in the oxidative stress related genes. 

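*Gpx2* fell in SeW, with a log2 change of -1.25 (SE 0.18, adjusted p 0.0163) against TW, so the transcript of this intestinal glutathione peroxidase was at less than its TW level on both SeW arrays. Its call was lost without SeW replicate 1 (adjusted p 0.0946), without SeW replicate 2 (0.129), with arrays scaled by their medians (-1.28, 0.124) and with the values as deposited (-0.42, 0.0841), as well as with no filter (0.0891), without an intensity trend (0.118) and with only the 4 arrays compared (0.0556), and with the beta-actin 3'/5' ratio as a covariate, chosen after seeing the data, where no gene passed. *Gpx4*, which reduces lipid peroxides, had a signal of 979 ± 11.3 in SeW and 1595 ± 337 in TW (n = 2 arrays each), a change of -0.69 (SE 0.18, adjusted p 0.0786). *Selenop*, the selenium carrier, was at 4084 ± 111 and 2992 ± 1293, a change of 0.52 (adjusted p 0.293), or 0.97 without TW replicate 1. *Txnip* lay at 0.34 (adjusted p 0.430), the peroxiredoxins *Prdx6* at 0.22 (adjusted p 0.519) and *Prdx5* at -0.057 (adjusted p 0.907), *Gsr* at 0.091 (adjusted p 0.922) and *Gpx1* at -0.20 (adjusted p 0.626); none of these passed. As deposited, *Txnip* (1.32, adjusted p 0.00536), *Prdx6* (1.19, 0.00621), *Selenop* (1.08, 0.0145), *Prdx5* (0.77, 0.0135) and *Gpx1* (0.77, 0.0415) passed as higher. In that fit the median gene also lay 0.92 higher in SeW than in TW. The 18 measured selenoprotein genes had a median change of -0.15 (adjusted p 0.613, 0.783 with an estimated correlation between genes), with 1 lower and 0 higher over all genes and 2 lower over the list alone (*Gpx2* and *Gpx4*).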

Highly expressed antioxidant genes like *Gpx1* (+400%), *Gpx2* (+505%), *Gpx4* (+280%), *Gsr* (+212%), *Prdx5* (+273%), *Prdx6* (+800%), *Sepp1* (+216%), *Txnip* (+656%) *and Txnrd1* (+461%) were found in the rat intestinal cells vs. TW group.

**Table 2:** Expression of oxidative stress genes in the duodenal epithelium after water restriction (WR), DSW intake and TW intake.

Gene	Description	Fold Up- or Down-regulation
**WR vs. TW**		
*Fmo2*	Flavin containing monooxygenase 2	−2.66
*Fth1*	Ferritin, heavy polypeptide 1	−1.71
*Gsr*	Glutathione reductase	−1.55
*Prdx4*	Peroxiredoxin 4	−2.11
*Psmb5*	Proteasome (prosome, macropain) subunit, beta type 5	−1.62
*Sod1*	Superoxide dismutase 1, soluble	−2.09
**600DSW vs. TW**		
*Park7*	Parkinson disease (autosomal recessive, early onset) 7	+2.65
*Prnp*	Prion protein	+2.58
*Srxn1*	Sulfiredoxin 1 homolog (*S. cerevisiae*)	+2.15
*Txnrd1*	Thioredoxin reductase 1	+1.73
**1200DSW vs TW**		
*Apoe*	Apolipoprotein E	+4.45
*Dnm2*	Dynamin 2	+3.86
*Duox1*	Dual oxidase 1	+3.02
*Ehd2*	EH-domain containing 2	+3.87
*Ercc2*	Excision repair cross-complementing rodent repair deficiency, complementation group 2	+5.97
*Fancc*	Fanconi anemia, complementation group C	+5.29
*Fmo2*	Flavin containing monooxygenase 2	+4.11
*Gpx1*	Glutathione peroxidase 1	+3.67
*Gpx5*	Glutathione peroxidase 5	+3.33
*Gpx6*	Glutathione peroxidase 6	+3.91
*Gsr*	Glutathione reductase	+3.81
*Ngb*	Neuroglobin	+4.06
*Nos2*	Nitric oxide synthase 2, inducible	+3.01
*Park7*	Parkinson disease (autosomal recessive, early onset) 7	+3.99
*Prdx4*	Peroxiredoxin 4	+3.04
*Prnp*	Peroxiredoxin 4	+2.70
*Sepp1*	Selenoprotein P, plasma, 1	+2.60
*Srxn1*	Sulfiredoxin 1 homolog (S. cerevisiae)	+2.77
*Txnip*	Thioredoxin interacting protein	+2.22
*Txnrd1*	Thioredoxin reductase 1	+2.61
**SeW vs TW**		
*Als2*	Amyotrophic lateral sclerosis 2 (juvenile) homolog (human)	+1.51
*Apc*	Adenomatous polyposis coli	−1.12
*Cat*	Catalase	+1.62
*Ccl5*	Chemokine (C-C motif) ligand 5	−5.63
*Ccs*	Copper chaperone for superoxide dismutase	+3.32
*Ctsb*	Cathepsin B	+1.13
*Cyba*	Cytochrome b-245, alpha polypeptide	+5.48
*Dhcr24*	24-dehydrocholesterol reductase	+5.56
*Dnm2*	Dynamin 2	+6.34
*Ercc6*	Excision repair cross-complementing rodent repair deficiency, complementation group 2	−2.19
*Fth1*	Ferritin, heavy polypeptide 1	−1.98
*Gclc*	Glutamate-cysteine ligase, catalytic subunit	+1.37
*Gclm*	Glutamate cysteine ligase, modifier subunit	+1.47
*Gpx1*	Glutathione peroxidase 1	+4.00
*Gpx2*	Glutathione peroxidase 2	+5.05
*Gpx3*	Glutathione peroxidase 3	−1.18
*Gpx4*	Glutathione peroxidase 4	+2.80
*Gsr*	Glutathione reductase	+2.12
*Gstk1*	Glutathione S-transferase kappa 1	+1.39
*Gstp1*	Glutathione S-transferase pi 1	+1.59
*Hba-a2*	Hemoglobin alpha, adult chain 2	+1.02
*Hmox1*	Heme oxygenase (decycling) 1	−2.55
*Idh1*	Isocitrate dehydrogenase 1 (NADP+), soluble	+1.56
*Noxa1*	NADPH oxidase activator 1	−1.22
*Nqo1*	NAD(P)H dehydrogenase, quinone 1	+1.49
*Park7*	Parkinson disease (autosomal recessive, early onset) 7	+2.23
*Prdx1*	Peroxiredoxin 1	−2.96
*Prdx2*	Peroxiredoxin 2	−1.62
*Prdx3*	Peroxiredoxin 3	−1.28
*Prdx4*	Peroxiredoxin 4	−1.49
*Prdx5*	Peroxiredoxin 5	+2.73
*Prdx6*	Peroxiredoxin 6	+8.00
*Prnp*	Prion protein	+2.57
*Psmb5*	Proteasome (prosome, macropain) subunit, beta type 5	−1.47
*Ptgs1*	Prostaglandin-endoperoxide synthase 1	−1.12
*Sels*	Selenoprotein S	−2.30
*Sepp1*	Selenoprotein P, plasma, 1	+2.16
*Serpinb1b*	Serine (or cysteine) peptidase inhibitor, clade B, member 1b	−3.03
*Slc38a1*	Solute carrier family 38, member 1	+2.97
*SOD1*	Superoxide dismutase 1, soluble	−1.49
*SOD2*	Superoxide dismutase 2, mitochondrial	+1.78
*Sqstm1*	Sequestosome 1	+9.79
*Srxn1*	Sulfiredoxin 1 homolog (S. cerevisiae)	+2.62
*Txn1*	Thioredoxin 1	−3.32
*Txnip*	Thioredoxin interacting protein	+6.56
*Txnrd1*	Thioredoxin reductase 1	+4.61
*Txnrd2*	Thioredoxin reductase 2	−1.73
*Ucp2*	Uncoupling protein 2 (mitochondrial, proton carrier)	+13.03

**Fold-Change** [2∧(−Delta Delta Ct)] is the normalized gene expression [2∧(−Delta Ct)] in the test sample divided by the normalized gene expression [2∧(−Delta Ct)] in the control sample.

### Apoptotic gene expression in response to DSW

Of the 84 genes evaluated, the data in **Table 3** shows that 12 genes were upregulated and 1 was downregulated in the WR group compared with the TW group. DSW600 ingestion upregulated 4 genes and downregulated 7 genes in the duodenal epithelium compared with the TW group. DSW1200 ingestion upregulated 3 genes and downregulated 7 genes compared with the TW group. SeW ingestion upregulated 12 genes compared with the TW group. 

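In WR, *Aifm1*, a mitochondrial flavoprotein that can trigger nuclear condensation, had a signal of 398 ± 14.8 against 369 ± 56.5 in TW (n = 2 arrays each), a log2 change of 0.12 (SE 0.17, adjusted p 0.840). *Bad*, which binds and inhibits Bcl-2 family survival proteins, was at 27.0 ± 6.45 against 32.2 ± 8.83, a change of -0.25 (SE 0.32, adjusted p 0.821). The apoptosis inhibitor *Api5* lay at 0.17 (adjusted p 0.742), the inflammatory caspase *Casp1* at -0.29 (adjusted p 0.731), *Cideb*, a regulator of DNA fragmentation, at -0.20 (adjusted p 0.732), and the death receptor *Fas* at -0.068 (adjusted p 0.936). *Bax* lies only on probe sets shared by several genes and has no value of its own here. Of the 13 genes in the WR part of Table 3, 10 were tested: 3 had a mean on the side of TW that Table 3 gives, and by limma 0 passed adjusted p 0.05, with 898 of 9258 genes at an unadjusted p under 0.05. With the values as deposited 8 of the 10 lay on that side, *Bad* among them at 0.19 (adjusted p 0.802), and with arrays scaled by their medians 1 did. Among 31 measured pro-apoptotic genes, 15 lay above TW and 16 below, with a median of -0.068 (limma camera, adjusted p 0.730, 0.778 with an estimated correlation between genes).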

Several important genes involved in the initiation or activation of apoptotic signaling pathways were significantly upregulated in the WR group compared with the TW group, including: apoptosis-inducing factor, mitochondrion-associated 1 (*Aifm1*), Bcl2-associated athanogene (*Api5*), Bcl2-associated agonist of cell death (*Bad*), Bcl2-associated X protein (*Bax*), caspase 1 (*Casp1*), Cell death-inducing DFFA-like effector b (*Cideb*), and Fas (TNF receptor superfamily, member 6) (*Fas*). DSW600 or DSW1200 ingestion seems to downregulate more apoptosis-related genes expression than TW treatment, indicating its anti-apoptotic action. 

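In DSW1200, of 31 measured pro-apoptotic genes, 12 were above and 19 below, with a median log2 change of -0.051 (limma camera, adjusted p 0.822, 0.921 with an estimated correlation between genes). For 17 anti-apoptotic genes the median was -0.024 (adjusted p 0.989, 0.989 with an estimated correlation between genes). By limma 0 genes of either list passed adjusted p 0.05 over all genes or over the list alone, with 733 of 9258 genes at an unadjusted p under 0.05. *Mcl1*, a Bcl-2 family survival gene, had a signal of 1874 ± 451 against 1025 ± 595 in TW (n = 2 arrays each), a change of 0.98 (SE 0.35, adjusted p 0.617). Its 2 TW arrays lay far apart (1445 and 604): without TW replicate 1 the change was 1.61, and without TW replicate 2 it was 0.35. Each of these fits leaves 1 TW array, with no spread within TW, so only the size is given. *Gadd45a*, a DNA damage response gene, lay at -0.49 (adjusted p 0.620), *Bad* at -0.23 (adjusted p 0.834) and *Pycard*, an inflammasome adaptor, at -0.16 (adjusted p 0.834). *Bcl2* was dim, with a mean signal of 2.91 ± 2.77 in DSW1200 and 0.556 ± 0.0972 in TW, under the level at which genes were tested. Of the 10 genes in the DSW1200 part of Table 3, 8 were tested: 6 had a mean on the side of TW that Table 3 gives (3 without TW replicate 2), and 0 passed, over all genes or over the 8 alone.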

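*Bok*, a pro-apoptotic Bcl-2 family gene, fell in SeW from 274 ± 71.7 to 78.7 ± 22.6 (n = 2 arrays each), a log2 change of -1.80 (SE 0.26, adjusted p 0.0163). *Bag1*, a chaperone cofactor that binds Bcl-2 and favours survival, fell from 260 ± 87.8 to 108 ± 2.72, a change of -1.22 (SE 0.25, adjusted p 0.0401). *Mcl1* was at 1649 ± 40.3, a change of 0.82 (SE 0.35, adjusted p 0.231) against TW. Among genes short of the threshold were *Gadd45a* at 1.10 (adjusted p 0.0566), *Bbc3*, a p53-driven killer gene, at -0.84 (adjusted p 0.100), *Api5* at -0.57 (adjusted p 0.0976), *Pycard* at -0.59 (adjusted p 0.180) and *Bad* at -0.24 (adjusted p 0.725). The 31 pro-apoptotic genes had a median change of -0.12 (limma camera, adjusted p 0.658, 0.783 with an estimated correlation between genes; 1 lower and 0 higher over all genes, 1 lower and 1 higher over the list alone), and the 17 anti-apoptotic genes -0.051 (adjusted p 0.616, 0.783 with an estimated correlation between genes; 1 lower and 0 higher, 2 lower and 0 higher alone). All 12 genes in the SeW part of Table 3 are listed as higher; of 10 tested, 5 had a higher mean (9 as deposited) and 5 a lower one, and adjusted over the 10 alone *Gadd45a* passed as higher and *Bag1* and *Api5* as lower. Single arrays and settings decide these calls. *Bok* was lost without TW replicate 2 (adjusted p 0.0539), SeW replicate 1 (0.0523) or SeW replicate 2 (0.134), and with no filter (0.0891), with the mean of probe sets (0.0682), without an intensity trend (0.118) and with only the 4 arrays compared (0.0541). *Bag1* was lost without TW replicate 2 (0.113), WR replicate 1 (0.0712), WR replicate 2 (0.0726), SeW replicate 1 (0.186) or SeW replicate 2 (0.234), and as deposited (0.376), with median centring (0.174), with no filter (0.131), with the mean of probe sets (0.0588), without an intensity trend (0.148) and with only the 4 arrays compared (0.0868). As deposited *Mcl1* passed as higher (0.00584). *Gadd45a* passed without DSW1200 replicate 1 (0.0461), without DSW1200 replicate 2 (0.0462), with the stricter filter (0.0419), with an offset of 32 (0.0401) and as deposited (5.76e-04).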

SeW treatment downregulated apoptotic genes expression as described above and upregulated several anti-apoptotic genes expression like *Mcl1* in the intestinal cells.

**Table 3:** Expression of apoptotic genes in the duodenal epithelium after water restriction, intake of DSW waters vs intake of TW.

Gene	Description	Fold Up- or Down-regulation
**WR vs. TW**		
*Aifm1*	Apoptosis-inducing factor, mitochondrion-associated 1	+1.64
*Api5*	Apoptosis inhibitor 5	+1.69
*Bag1*	BCL2-associated athanogene	+1.45
*Bad*	BCL2-associated agonist of cell death	+1.24
*Bax*	Bcl2-associated X protein	+1.55
*Casp1*	Caspase 1	+1.24
*Cideb*	Cell death-inducing DFFA-like effector b	+2.26
*Cycs*	Cytochrome c, somatic	+3.52
*Fas*	Fas (TNF receptor superfamily, member 6)	+1.70
*Gadd45a*	Growth arrest and DNA-damage-inducible, alpha	−1.12
*Mapk1*	Mitogen activated protein kinase 1	+1.34
*Pycard*	PYD and CARD domain containing	+2.03
*Xiap*	X-linked inhibitor of apoptosis	+1.36
**600DSW vs TW**		
*Aifm1*	Apoptosis-inducing factor, mitochondrion-associated 1	+1.25
*Api5*	Apoptosis inhibitor 5	−1.14
*Bag1*	BCL2-associated athanogene	−1.15
*Ciedb*	Cell death-inducing DFFA-like effector b	−1.32
*Cycs*	Cytochrome c, somatic	−1.59
*Fas*	Fas (TNF receptor superfamily, member 6)	−1.01
*Gadd45a*	Growth arrest and DNA-damage-inducible, alpha	+1.01
*Mapk1*	Mitogen activated protein kinase 1	−1.35
*Mcl1*	Myeloid cell leukemia sequence 1	+1.39
*Pycard*	PYD and CARD domain containing	−1.71
*Xiap*	X-linked inhibitor of apoptosis	+1.26
**1200DSW vs TW**		
*Aifm1*	Apoptosis-inducing factor, mitochondrion-associated 1	−1.02
*Api5*	Apoptosis inhibitor 5	−1.39
*Bag1*	BCL2-associated athanogene	−1.21
*Cideb*	Cell death-inducing DFFA-like effector b	−1.43
*Cycs*	Cytochrome c, somatic	−1.90
*Fas*	Fas (TNF receptor superfamily, member 6)	+1.06
*Gadd45a*	Growth arrest and DNA-damage-inducible, alpha	+1.04
*Mapk1*	Mitogen activated protein kinase 1	−1.14
*Mcl1*	Myeloid cell leukemia sequence 1	+1.04
*Pycard*	PYD and CARD domain containing	−1.54
**SeW vs TW**		
*Aifm1*	Apoptosis-inducing factor, mitochondrion-associated 1	+3.35
*Api5*	Apoptosis inhibitor 5	+2.25
*Bag1*	BCL2-associated athanogene	+4.24
*Casp1*	Caspase 1	+4.21
*Cideb*	Cell death-inducing DFFA-like effector b	+4.49
*Cycs*	Cytochrome c, somatic	+2.53
*Fas*	Fas (TNF receptor superfamily, member 6)	+2.57
*Gadd45a*	Growth arrest and DNA-damage-inducible, alpha	+7.19
*Mapk1*	Mitogen activated protein kinase 1	+5.29
*Mcl1*	Myeloid cell leukemia sequence 1	+4.13
*Pycard*	PYD and CARD domain containing	+1.61
*Xiap*	X-linked inhibitor of apoptosis	+4.90

**Fold-Change** [2∧(−Delta Delta Ct)] is the normalized gene expression [2∧(−Delta Ct)] in the test sample divided by the normalized gene expression [2∧(−Delta Ct)] in the control sample.

### pH and ORP values in the gastric or duodenal fluids in response to TW and DSW infusion

We measured the response of pH and ORP values when the TW or DSW was infused into the stomach (**Figure 1A**). We found changes in ORP (from +600 mV to +360 mV) and pH values (from 7.6 to 3.8) in the outflow of TW fluids through the stomach. We also demonstrated changes in ORP (from +170 mV to +180 mV) and pH values (from 9.7 to 3.9) in the outflow of DSW1200 through the stomach (**Figure 1B**).

To measure optimal pH and ORP values of waters in the duodenum (**Figure 1C**), our results showed the changes in ORP (from +600 mV to +190 mV) and pH values (from 7.4 to 7.8) in the outflow of TW fluids through the duodenum. We also observed changes in ORP (from +165 mV to +170 mV) and pH values (from 8.7 to 7.8) in the outflow of DSW1200 through the duodenum (**Figure 1D**).

### TW and DSW drinking have a similar effect on intestinal oxygenation and motility

Original values for duodenal pressure, microcirculation, and tissue oxygenation are shown in **Figure 2A**. ABP response did not change before (control stage), during (infusion stage) or after intestinal infusion (recovery stage) in response to TW and DSW. However, in response to TW and DSW infusion, intestinal pressure (from 10.4±1.6 to 18.6±2.0 mmHg in the TW group and from 10.1±1.8 to 19.2±2.1 mmHg in the DSW group), duodenal microvascular blood flow (from 18.0±3.2 to 24.6±4.2 PU in the TW group and from 16.8±2.9 to 23.6±3.6 PU in the DSW group), and PO_2_ (from 21.3±1.4 to 24.4±1.9 mmHg in the TW group and from 21.5±1.3 to 24.1±1.5 mmHg in the DSW group) all significantly increased to a similar degree (*P*<0.05) (**Figure 2B**). After infusion, intestinal pressure immediately returned to its baseline level, whereas duodenal microvascular blood flow and PO_2_ required 2–5 min to return to the baseline level.

**Figure 2:**
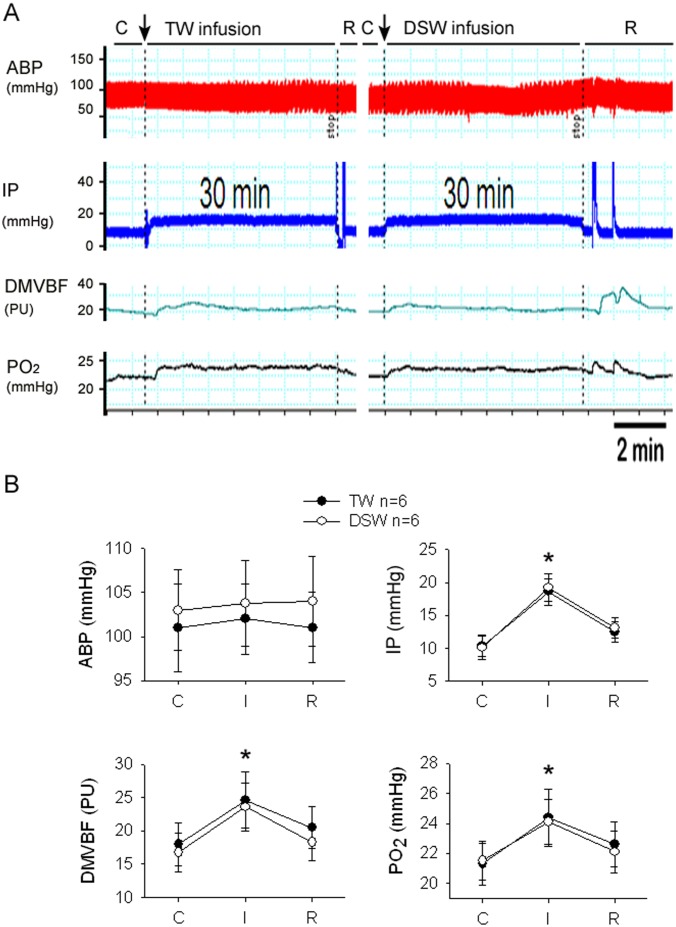
Effect of water infusion on intestinal pressure, microvascular blood flow and oxygen concentration. The typical recordings (A) and statistical data (B) relating to changes in arterial blood pressure (ABP), intestinal pressure (IP), duodenal microvascular blood flow (DMVBF) and partial oxygen concentration in the duodenum in response to tap water (TW) or deep-sea water (DSW) infusion. C = control stage; I = intestinal infusion of TW or DSW; R = recovery stage after infusion. *P<0.05 vs. control stage.

### DSW via selenium and not high [Mg^2+^] provides duodenal protection against acid-induced ulcer and apoptosis

We compared TW, DSW, MgCl_2_ water, and selenium water on acetic acid-induced ulcers (**Figures 3** **a–k**) and apoptosis (**Figures 3** **l–v**). In the control condition, daily consumption of TW (control group) or DSW1200 for one week did not affect the duodenal epithelium in control TW (**Figure 3a**) or DSW1200 groups (**Figure 3b**). In response to acetic acid, the duodenal areas in all six groups were damaged and displayed ulcers. After 24-h acetic acid injury, the D1TW (**Figure 3c**), D1DSW1200 (**Figure 3e**), D1MgW [450 mg/L] (**Figure 3g**), and D1SeW (**Figure 3i**) groups all displayed duodenal ulcers. It seems that DSW600, DSW1200, and Se water has a reduced, but not significantly reduced, tendency to attenuate ulcer area compared with the D1TW group. After 72 h of acetic acid injury, ulcer areas had decreased in all groups (**Figure 3d** in D3TW, **Figure 3f** in DSW1200, **Figure 3h** in D3Mgw, and **Figure 3j** in D3SeW). We found that consuming DSW1200, DSW600, and SeW, but not MgW, significantly reduced the area of acetic acid-induced duodenal ulcers (**Figure 3k**).

**Figure 3:**
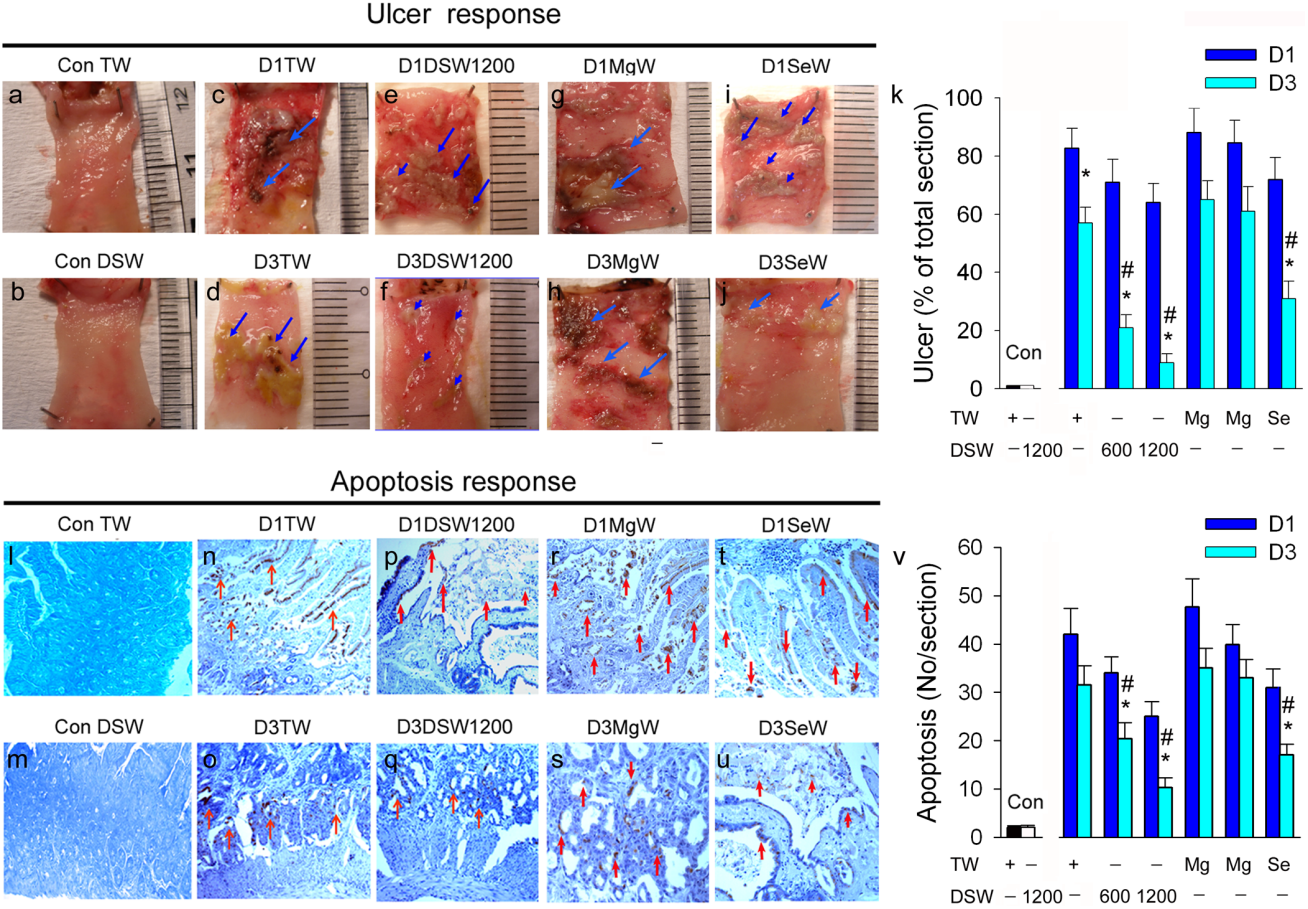
The comparison of different waters consumption on acetic acid-induced duodenal injury. Effect of one-week consumption of tap water (TW), deep-sea water (DSW), magnesium water (MgW) or selenium water (SeW) on acetic acid-induced duodenal ulcers and apoptosis in rats. The ulcer area is indicated with blue arrows (a–j) and the statistical data relating to the ulcers are indicated as k. Apoptosis formation is indicated with red arrows (l–u) and statistical data relating to apoptosis is summarized in°v. Con TW = control group with TW (black bar); Con DSW = control group with DSW1200 (white bar); D1TW = day 1 ulcer with TW; D3TW = day 3 ulcer with TW; D1DSW600 = day 1 ulcer with DSW600; D3DSW600 = day 3 ulcer with DSW600; D1DSW1200 = day 1 ulcer with DSW1200; D3DSW1200 = day 3 ulcer with DSW1200; D1MgW = day 1 ulcer with MgCl_2_ in DDW; D3MgW = day 3 ulcer with MgCl_2_ in DDW; D1SeW = day 1 ulcer with Se in DDW; D3SeW = day 3 ulcer with Se in DDW;. *P<0.05 vs. respective D1 group. #*P*<0.05 vs. D3TW group.

Daily consumption of TW or DSW1200 for one week did not induce duodenal apoptosis in the TW group (**Figure 3l**) or DSW1200 group (**Figure 3m**). In response to acetic acid, duodenal areas in all six groups were damaged and displayed duodenal apoptosis. After 24 h of acetic acid injury, D1TW (**Figure 3n**), D1DSW1200 (**Figure 3p**), D1MgW [450 mg/L] (**Figure 3r**), and D1SeW (**Figure 3t**) groups all displayed duodenal apoptosis. It seems that DSW600, DSW1200, and Se water has a reduced, but not significantly reduced, tendency to attenuate apoptosis compared with the D1TW group. After 72 h of acetic acid injury, the appearance of apoptosis decreased in all groups (**Figure 3o** in D3TW, **Figure 3q** in DSW1200, **Figure 3s** in D3Mgw, and **Figure 3u** in D3SeW). We found that consumption of DSW1200, DSW600, and SeW, but not MgW, significantly reduced the area of acetic acid-induced apoptosis (**Figure 3v**).

### DSW attenuates duodenal ulcer area via antioxidant and anti-apoptotic mechanisms

**Figure 4A** shows that duodenal *bad* mRNA expression is different in response to 12 h of WR, 12 h of TW, and DSW1200 ingestion. The results of the statistical analysis indicate that the level of *bad* mRNA expression decreased as follows: WR>TW>DSW1200 (**Figure 4A** **-1**). In **Figure 4B**, duodenal *bax* mRNA expression is shown to be similar to *bad* in response to 12 h of WR, 12 h of TW, and DSW1200 consumption. The data indicated the level of *bax* mRNA expression decreased as follows: WR>TW>DSW1200 (**Figure 4B** **-1**). **Figure 4C** shows the original Western blot of duodenal Txnrd1, Bcl-2, and Bax protein expression in response to one week of TW, Mg water with 225 mg/L or 450 mg/L, selenium water with selenium (sodium selenite) 1 mg/L, DSW600, and DSW1200 consumption and 12 h of WR consumption. We found that DSW1200 and selenium water increased duodenal Txnrd1 (**Figure 4C** **-1**) and Bcl-2 expression (**Figure 4C** **-2**) and depressed Bax expression (**Figure 4C** **-3**). The WR group displayed a significant reduction in Txnrd1 and Bcl-2 and a significant increase in Bax expression compared with the TW group (*P*<0.05). Ingestion of Mg water showed a similar effect to that seen in the TW group.

**Figure 4:**
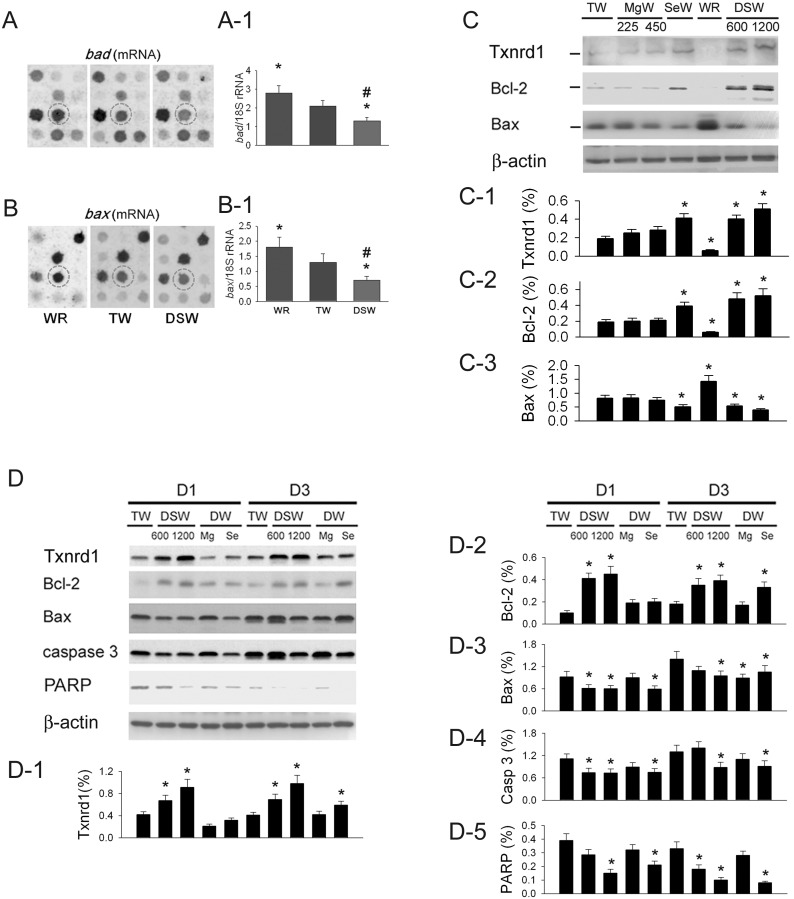
Effect of different water drinking on apoptotic- and antioxidant-related mRNA and protein expression in duodenal tissue. **A:** Duodenal *bad* mRNA (in circle) expression in response to WR, tap water (TW) and DSW1200. The statistical data is shown in **A-1. B**: Duodenal *bax* mRNA (in circle) expression in response to WR, TW, and DSW1200. The statistical data is shown in **B-1. C**: The original data relating to duodenal Txnrd1, Bcl-2, and Bax protein expression in response to TW, MgW with 225 mg/L or 450 mg/L, SeW with selenium 1 mg/100 mL, WR, DSW600, and DSW1200. Statistical data relating to Txnrd1 (**C-1**)**,** Bcl-2 (**C-2**), and Bax (**C-3**) is also demonstrated. **D**: Effect of one week of TW or DSW consumption on the apoptotic- and antioxidant-related protein expression in acetic acid-induced duodenal ulcers. The statistical data relating to Txnrd1 (**D-1**), Bcl-2 (**D-2**), Bax (**D-3**), caspase 3 (**D-4**), and PARP (**D-5**) is indicated. TW = tap water; D1TW = day 1 ulcer with TW; TW = Day 3 ulcer with TW; DSW = deep-sea water; D1DSW = day 1 ulcer with DSW; D3DSW = day 3 ulcer with DSW. MgW = 225 mg/L or 450 mg/L of MgCl_2_ in distilled water (DW); SeW = 1 mg/L of sodium selenite in DW. *P<0.05 vs. respective TW group.

**Figure 4D** shows the Western blot data of one week of TW, DSW, Mg water or selenium water drinking on apoptotic- and antioxidant-related protein expression in acetic acid-induced duodenal ulcers. These data show that consumption of DSW600, DSW1200 or selenium water, but not Mg water with 225 or 450 mg/L, significantly upregulated Txnrd1 (**Figure 4D** **-1**) and Bcl-2 (**Figure 4D** **-2**) and downregulated Bax **(** **Figure 4D** **-3**), caspase 3 (**Figure 4D-4**), and PARP (**Figure 4D** **-** **5**) in duodenal cells. DSW ingestion provides intestinal protection via the antioxidant and anti-apoptotic mechanisms of selenium but not Mg^2+^.

**Figure 5:**
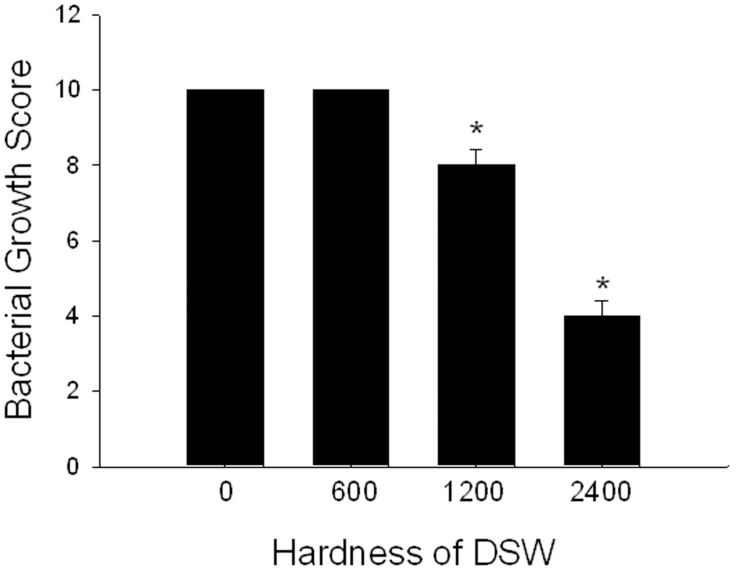
The effect of DSW on *H. pylori* growth. The experimental data are obtained from three independent tests. *P<0.05 vs. hardness at 0.

### DSW displayed anti-bacterial activity in a hardness-dose-dependent manner

**Figure 5** shows that DSW at hardness of 1200 and 2400 inhibited 20% and 60% growth of *H. pylori* strains, respectively. However, DSW at hardness of 600 had no effect on the *H. pylori* growth.

## Discussion

In our *in* *vitro* study, DSW was characterized by higher pH value, lower ORP value, higher concentration of Na^+^, K^+^, Ca^2+^, Mg^2+^ ions and selenium concentration, and higher scavenging H_2_O_2_ and HOCl activity compared with TW. Ingestion of DSW or TW promotes small intestine motility, microcirculation, and temperature to a similar degree. However, the microarray data suggest that ingestion of 600DSW or 1200DSW seems to upregulate antioxidant and anti-apoptotic genes and downregulate apoptotic gene expression, thereby providing antioxidant and anti-apoptotic action in the duodenal epithelium. 

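*Slc23a2*, a vitamin C transporter, had the smallest adjusted p: its signal was 35.6 ± 1.03 in DSW1200 and 110 ± 5.16 in TW (n = 2 arrays each), a log2 change of -1.63 (SE 0.22, adjusted p 0.210). *Dhrs7*, a short-chain dehydrogenase, lay at 1.37 (adjusted p 0.234) and *Pck1*, the gluconeogenic carboxykinase, at -1.20 (adjusted p 0.605); none of these passed. By limma 0 of 9258 genes passed adjusted p 0.05, and 733 had an unadjusted p under 0.05, where chance gives 463. The count of 0 did not hold in each fit with 1 array left out. Such a fit keeps 1 array in a group, so its p-values rest on the spread in the other groups. By the 2-fold criterion of the paper's methods, with no test, 248 genes were higher and 146 lower; in 167 and 101 of these the 2 groups did not overlap. Of 47 gene lists, 0 moved together by camera (3 without DSW1200 replicate 1, 8 without DSW1200 replicate 2), and the smallest adjusted p with an estimated correlation was 0.921. From its microarray data, the paper proposes that DSW600 or DSW1200 brings antioxidant and anti-apoptotic action to the duodenal epithelium.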

Our *in* *vivo* data confirm that DSW ingestion attenuates the area of acetic acid-induced duodenal ulcers and apoptosis numbers via the action of selenium to induce Bcl-2 and Txnrd1 expression.

Previous studies have demonstrated that DSW ingestion inhibits endotoxin-induced septic inflammation, infiltration of inflammatory foam cells in the hyperlipidemic aorta [5], and nitric oxide levels in the cataract lens [9], [10], mainly due to its high Mg^2+^ content [27]. DSW consumption lowers the lipid profile, levels of serum thiobarbituric acid-reactive substances, and lipid peroxidation levels in hypercholesterolemic subjects and increases antioxidant enzyme glutathione peroxidase-1 activity [4], [5], [28], possibly due to its high Mg^2+^ and Ca^2+^content. Bathing in a magnesium-rich Dead Sea salt solution improves skin barrier function, enhances skin hydration, and reduces inflammation in atopic dry skin [29]. On the other hand, in a previous study, DSW ingestion decreased inflammatory skin responses in 27 out of 33 patients, decreased inflammatory cell infiltration, IgE, histamine, and inflammatory cytokines [7], [8], due to its increased selenium levels. Selenium, an essential trace element for animals and humans, has been shown to affect the functions of several specific intracellular selenoproteins include glutathione peroxidases and thioredoxin reductases, which have important antioxidant and detoxification functions [25]. These data suggest high Mg^2+^ and selenium concentrations play an important role in the preventive action of DSW and may have therapeutic potential. This is the first study to show that DSW itself can directly scavenge H_2_O_2_ and HOCl amount and upregulate antioxidant (Txnrd1) and anti-apoptotic (Bcl-2) genes and protein expression in the duodenal epithelium through the action of selenium, but not MgCl_2_.

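Against TW, *Abcb1a*, a drug efflux pump, rose from 28.5 ± 6.58 to 242 ± 11.1 (n = 2 arrays each), a log2 change of 3.11 (SE 0.34, adjusted p 0.00974), and *Ap2b1*, an adaptor of clathrin-coated vesicles, fell from 155 ± 0.332 to 28.2 ± 3.12, a change of -2.47 (SE 0.18, adjusted p 7.93e-04). Limma called 177 of 9258 genes between SeW and TW (74 higher, 103 lower) and 252 between SeW and DSW1200 (116 higher, 136 lower). In both calls stood 98 genes, all in the same direction; both comparisons use the same SeW arrays, which alone makes such genes likelier. Across all tested genes, the DSW1200 and SeW changes against TW had a Pearson correlation of 0.447 and a covariance of 0.115. Unchanged groups simulated with a shared TW group of 2 arrays gave 0.503 (0.455 to 0.539 in 100 draws) and 0.085 (0.073 to 0.095). The observed correlation lay below each draw and the covariance above each. The TW arrays had the lowest correlation between replicates (0.946), and their spread enters both changes. The covariance therefore cannot tell a shared change from spread in TW. The Spearman correlation was 0.374 against 0.458 (0.431 to 0.481). With 1 array left out the Pearson correlation ran from 0.355 (without DSW1200 replicate 1) to 0.690 (without TW replicate 1), with no simulated values for these settings. SeW against TW gave 528 without TW replicate 1, 81 without TW replicate 2, 42 without WR replicate 1, 43 without WR replicate 2, 2 without SeW replicate 1 and 1 without SeW replicate 2; *Ap2b1* passed in each but was lost with the mean of probe sets (0.359), and *Abcb1a* was lost without SeW replicate 1 (0.0523) or SeW replicate 2 (0.0852), and with no filter (0.0792) and without an intensity trend (0.0965). SeW against DSW1200 gave 434 without TW replicate 1, 433 without TW replicate 2, 68 and 42 without WR replicates 1 and 2, 56 and 54 without DSW1200 replicates 1 and 2, and 27 and 3 without SeW replicates 1 and 2. With no filter 12 and 19 genes passed, without an intensity trend 1 and 1, and by limma 0 and 0 with the beta-actin 3'/5' ratio as a covariate, chosen after seeing the data (803 and 436 at an unadjusted p under 0.05). In the covariate fit 177 of the 177 genes and 236 of the 252 kept their direction. For the 177, the median standard error went from 0.197 to 0.494 and the median size of change from 1.13 to 1.21. With median scaling 42 (35 higher, 7 lower) and 70 (52 higher, 18 lower) passed, and as deposited 4395 (4390 higher, 5 lower) and 3740 (3733 higher, 7 lower). The SeW arrays also had the lowest beta-actin 3'/5' ratio, 12.3 against 22.3 in TW and 29.9 in DSW1200. Clock genes differed as well. The mean change of *Per1*, *Per2*, *Nr1d1*, *Nr1d2* and *Tef* minus that of *Bmal1*, *Npas2* and *Clock* was 2.58 between SeW and TW. It was 3.12 between SeW and DSW1200, against 0.062 for WR and -0.54 for DSW1200 with TW. Another time of day of sampling may therefore contribute, and the calls were not assigned to selenium.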

The induction of ROS formation may be caused by toxicity, infection, or ischemia/reperfusion and can initiate oxidative, inflammatory, and apoptotic pathways leading to cell, and tissue damage [11]–[13]. Previous data have found a positive linear correlation between the number of apoptotic cells and the amount of ROS [11]. Induced endogenous or administered exogenous antioxidants may counteract increased oxidative stress [11], [12], [24]. Txnrd1 is a selenoprotein and selenium is a substrate for Txnrd1 [30]. Selenium is an essential micronutrient for humans and animals and selenium deficiency can predispose towards the development of pathological conditions [31]. *Txnrd1*/Txnrd1 maintains cellular redox balance and regulates several redox-dependent processes in the apoptosis pathway [31]. 

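The *Txnrd1* transcript, which encodes the cytosolic thioredoxin reductase, had a mean signal of 614 ± 91.2 in TW, 560 ± 65.2 in DSW1200, 535 ± 73.7 in SeW and 380 ± 70.5 in WR (n = 2 arrays each). By limma the log2 change was -0.13 (SE 0.19, adjusted p 0.839) between DSW1200 and TW, -0.20 (SE 0.19, adjusted p 0.623) between SeW and TW and -0.70 (SE 0.19, adjusted p 0.400) between WR and TW. Between SeW and DSW1200 it was -0.066 (SE 0.19, adjusted p 0.887). None of the 4 comparisons passed adjusted p 0.05. Without TW replicate 2 the DSW1200 change was 0.022, a change of sign. With the values as deposited, whose median gene lies 0.92 log2 units higher in SeW than in TW and 0.84 higher than in DSW1200, *Txnrd1* was higher in SeW by 0.76 against TW (adjusted p 0.0295) and by 0.85 against DSW1200 (adjusted p 0.0217); relative to the median gene the change against TW was -0.16. With arrays scaled by their medians the change between SeW and TW was -0.089 (adjusted p 0.945). The Txnrd1 protein, which the paper measured by Western blot after a week of drinking, was not analysed here.

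**Figure D2:**
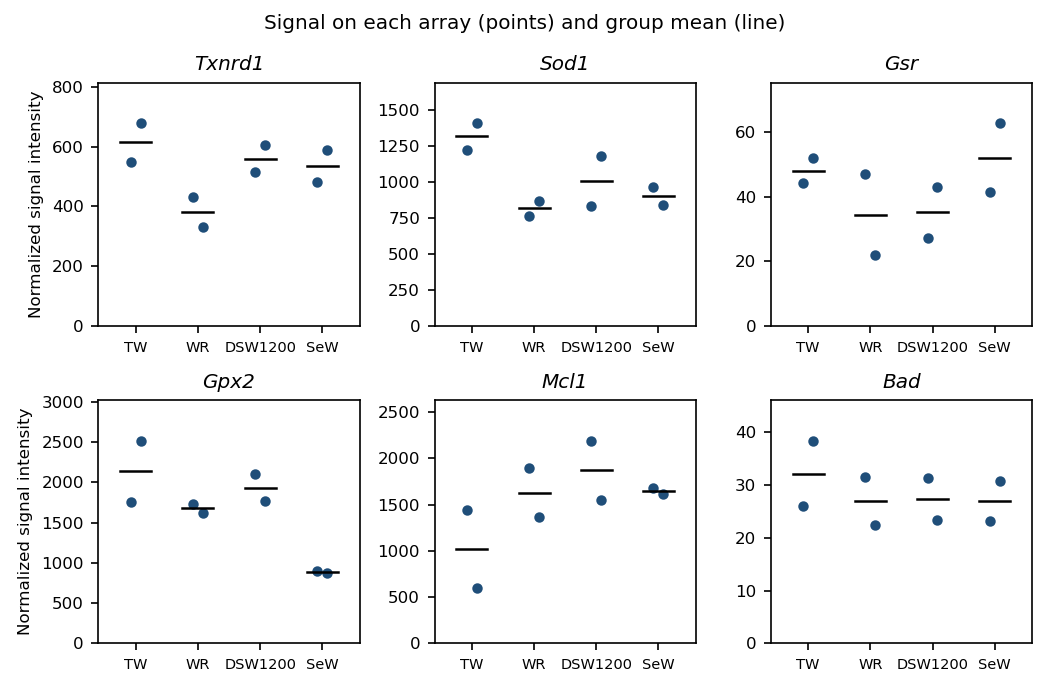
Normalized signal (vertical axis, from 0) of *Txnrd1*, *Sod1*, *Gsr*, *Gpx2*, *Mcl1* and *Bad* on each of the 8 arrays. Points are arrays, and lines are means of the 2 arrays of TW, WR, DSW1200 or SeW. *Txnrd1* has its lowest mean in WR (380), *Gpx2* in SeW (884), and the TW arrays of *Mcl1* lie farthest apart (1445 and 604).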

Our data show that DSW and selenium ingestion significantly upregulated duodenal *Txnrd1*/Txnrd1 expression compared with ingestion of TW. Furthermore, we found that WR significantly upregulated *bad* and *bax* mRNA expression, and downregulated *Gsr* (glutathione reductase) and *Sod1* (superoxide dismutase 1, soluble) gene expression, and Txnrd1 protein expression, suggesting decreased antioxidant and anti-apoptotic defense in the duodenal cells. 

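*Defa24*, a Paneth cell defensin, rose from 41.3 ± 14.6 in TW to 434 ± 95.7 in WR (n = 2 arrays each), a log2 change of 3.42 (SE 0.32, adjusted p 0.00934), a call lost without WR replicate 1 (adjusted p 0.0656) or WR replicate 2 (0.319), and with no filter (0.280) and without an intensity trend (0.211). Its TW arrays were the lowest of the 8: it was at 115 ± 27.0 in DSW1200 (change 1.50, adjusted p 0.504) and 181 ± 62.7 in SeW (change 2.13, adjusted p 0.0166; lost without SeW replicate 1, 0.105, or SeW replicate 2, 0.0852, and with no filter (0.0985), without an intensity trend (0.118) and with only the 4 arrays compared (0.0541)). It was the 1 gene of 9258 that limma called in WR, with 898 at an unadjusted p under 0.05. This count was 0 with no filter, 0 without an intensity trend and 3 as deposited. The count of 1 did not hold in each fit with 1 array left out. Such a fit keeps 1 array in a group, so its p-values rest on the spread in the other groups. By camera with a preset correlation 11 of 47 lists passed, and with an estimated correlation between genes each of the following 4 had an adjusted p of 0.654: Paneth cell genes (6 of 7 above TW, median 0.68, adjusted p 0.00141), proliferation genes (20 of 22 above, median 0.77, 1.65e-06), targets of Nrf2, the regulator of oxidant defence (24 of 29 below, median -0.33, 1.02e-05), and oxidative phosphorylation genes (64 of 79 below, median -0.14, 1.42e-04; 0.112 without WR replicate 1). Markers of other cells moved with them: 12 of 12 fibroblast, 16 of 18 myeloid and 13 of 15 T cell markers lay above TW and 18 of 23 brush border genes below (each 0.654 estimated), and 5 of 5 pancreatic acinar genes lay above (median 1.39, adjusted p 0.0941), so a changed mix of cells was not separated from changes within cells. Among the Nrf2 targets were *Pgd* (-1.59, adjusted p 0.372) and *Tkt* (-0.75, adjusted p 0.372) of the NADPH-forming pentose phosphate pathway and *Akr7a3* (-0.88, adjusted p 0.453), an aldehyde reductase. Adjusted over each list alone, 3 Nrf2 targets passed as lower (*Pgd*, *Tkt* and *Txnrd1*), 3 Paneth genes as higher (*Defa24*, *RatNP-3b* and *Lyz2*), 2 proliferation genes as higher (*Nusap1* and *Mcm7*) and 0 oxidative phosphorylation genes; over all genes 0 members of the last 2 lists passed. By the 2-fold criterion alone 312 genes were higher and 132 lower, with no overlap between the 2 groups for 224 and 106.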

*Sod1*, also known as *CuZn-SOD*, is a ubiquitous family of enzymes that function to efficiently catalyze the dismutation of superoxide anions. Hoffman-Goetz et al. [32] reported that anti-apoptotic Bcl-2, survival HSP70, and antioxidant CuZn-SOD proteins are upregulated in the intestinal lymphocytes of mice after repeated exercise stress. Our data indicate that ingestion of TW and DSW both increase gut motility and hemodynamics to a similar degree. However, DSW ingestion more efficiently activates antioxidant, anti-inflammatory, and anti-apoptotic gene and protein expressions compared with ingestion of TW or WR. These results suggest that minerals or microelements in DSW may confer intestinal protection.

However, increased ROS levels are associated with the loss of mitochondrial membrane potential and the opening of the outer mitochondrial voltage-dependent anion conductance (VDAC) channel [33]. Increased Bax/Bcl-2 ratio triggers Bax translocation to mitochondria to form a VDAC channel for promoting cytochrome c release and caspase 3 activation [33], [34]. We confirm that activated Bax/Bcl-2 ratio, caspase 3, and PARP signaling contributes to acetic acid-induced duodenal ulceration. At baseline, the expression patterns of Bcl-2 and Bax in duodenal cells are affected by the action of selenium but not by MgCl_2_. Ingestion of DSW600, DSW1200, or selenium upregulates Trxnrd1 as well as Bcl-2 expression and downregulates Bax in duodenal cells. Pretreatment with selenium partially blocked cadmium-induced ROS production, mitochondrial membrane potential collapse, cytochrome c release, and caspase activation, and altered Bcl-2 and Bax levels [34]. Selenium also enhanced glutathione peroxidase-1 and Trxnrd1 expression, providing vascular endothelial protection [35]. Our data indicate that DSW or selenium ingestion increases duodenal Trxnrd1 and Bcl-2 protein expression and inhibits apoptosis signaling and number in acetic acid-induced duodenal ulcer. We suggest that selenium in DSW may provide duodenal protection via antioxidant and anti-apoptotic mechanisms.

In patients with atopic eczema/dermatitis syndrome, 6-month or 12-month DSW drinking daily 500 mL (hardness 1000 ppm, Mg 100.0 mg, Na 37.0 mg, Ca 35.5 mg, K 34.5 mg, Zn 2.0 µg, Cu 2.2 µg, I 4.5 µg, P 4.5 µg and Se 0.2 µg) significantly decreased the levels of potassium and toxic minerals like mercury and lead and significantly increased the levels of Se [7] and 1-year DSW drinking reduced IgE and serum cytokines including interleukin-4, -13 and -18 levels [8]. The human subjects drank 1050 mL of desalted DSW (Mg: 395 mg/L, hardness 1410 ppm) daily for 6 weeks via high Mg to improve lipid metabolism and capably to prevent atherosclerosis [4]. Mg was the major mineral in DSW and Mg levels were 50 times [4] or 200 times (our present study) higher than Ca levels. Based on the results of previous studies [1]–[10], it is reasonable to postulate that high osmotic DSW with high Mg levels and hardness have an importantly protective and therapeutic effect in atopic eczema/dermatitis syndrome, cataract, and cardiovascular diseases. However, there are many minerals and trace elements in DSW, such as sulfate, lithium, selenium, molybdenum, silicon, and zinc, etc. Serum Mg level was increased only at the third week by drinking DSW [4]. It is postulated that Mg was not the sole factor in reducing lipids, as other trace elements like selenium may also be involved. It seems that long-term ingestion of DSW is safe to apply as a clinical medicine or functional supplement to cure or prevent some diseases. As to peptic ulcer, there was one paper reported the inhibitory effects of refined DSW on *H. pylori* growth and motility were found [41]. At a hardness of 1000, anti- *H. pylori* activities were observed in most strains. One liter of refined DSW was given daily for 10 days to healthy subjects infected with *H. pylori*. *In* *vivo* anti- *H. pylori* effects were observed in ≥90% of subjects drinking DSW [41]. Our data also found that increased hardness of DSW dose-dependently inhibited *H. pylori* growth (**Figure 5**). These results raised the possibility that the application of DSW can be available for prevention of or as an adjuvant therapy for *H. pylori* infection.

Peptic ulcer disease was a serious cause of global morbidity and mortality until the last decades of the 20th century [36]–[37]. Peptic ulcer disease significantly impairs wellbeing, reduces health-related quality of life, and is associated with high costs for employers and health care systems [38]. Due to the introduction of antacids, histamine H_2_-receptor antagonists, proton pump inhibitors, and the eradication of *H. pylori*, the paradigm of peptic ulcer disease has changed drastically, with a marked decrease in morbidity and mortality [39]–[40]. Despite substantial advances, peptic ulcers remain an important clinical problem, largely because of the increasingly widespread use of NSAIDs and low-dose aspirin. Therefore, acid suppression continues to be an important prevention strategy for NSAID/aspirin/acid-associated gastric and duodenal ulcers and ulcer complications. In the present study, DSW has been shown to provide antioxidant, anti-inflammatory, and anti-apoptotic protection in the duodenal epithelium and attenuate acetic acid-induced duodenal ulcers and apoptosis in the rat model. We suggest that this effect is related to its high selenium content. DSW ingestion may provide a simple and efficient therapeutic and preventive strategy to protect gastrointestinal mucosa against acid or drug-induced gastrointestinal ulcers.

It has been suggested that selenium via ROS and mitochondria linked signal pathway to regulating apoptosis gene expression. Because a concomitant by the generation of ROS, the loss of mitochondrial membrane potential, cytochrome c release, activation of caspase-9, -3 and regulation of Bcl-2 and Bax were observed in damaged cells [42]. Selenium or DSW, the free radical scavengers, may reduce ROS amount, and result in the inhibition of mitochondrial membrane potential collapse, prevention of cytochrome c release, subsequent inhibition of caspase activation and the changed level of Bcl-2 and Bax. Taken together, we concluded that acetic acid-induced apoptosis was mediated by oxidative stress and selenium produced a significant protection against acetic acid-induced apoptosis in intestinal epithelium possibly via ameliorating the mitochondrial dysfunction.

It was reported that female sex steroids may play a role in drug-induced gastroduodenal ulcers by modulating microvascular permeability and mucus secretion [43]. However, in the human studies, the male to female ratio of peptic ulcer disease has become approximately equal (from 1.9 in 1965 to 1.0 in 1981) [44]. In this study, we use a homogeneous population in the gender (all females), the influence of sex hormones or steroids should be equal to each rat.

In summary, the present data suggest that DSW is characterized by high pH value, lower ORP value, higher Mg^2+^ and selenium concentration, and higher antioxidant H_2_O_2_ and HOCl activity. Consumption of DSW downregulates the duodenal expression of oxidant and apoptotic genes, including *bax* and *bad* mRNA expression, and upregulates antioxidant and anti-apoptotic gene expression compared with the TW or restricted water-drinking groups. DSW provides duodenal protection against acid-induced ulcer and apoptosis via antioxidant and anti-apoptotic defense mechanisms due to selenium and not Mg^2+^.

How the deposited data were processed for this re-analysis (not part of the article)

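Affymetrix Rat Genome 230 2.0 arrays hold the expression of loosened epithelial cells from the proximal small intestine of Wistar rats: 2 arrays for TW, 2 for DSW1200 and 2 for SeW, each water given for 3 days, and 2 for WR of 12 h, according to the submitters' labels. The paper gives 12 h of WR too, and its methods also mention a longer WR beside microarray data; it does not give 3 days for these arrays. The paper's methods give SeW as 1 mg/L selenite and the legend of Fig. 4 names another concentration as well. DSW600 and MgCl_2_ water were not analysed here, nor were the PCR arrays of Tables 2 and 3, the Western blots or the ulcer scores. The values deposited by the authors are MAS5 signal intensities per probe set on a linear scale, as the submitters' processing notes state; the version and the scaling target are not given there. The paper's methods state that microarray data were quantile normalized; the deposited intensities have different medians and quantiles on each array, so they were taken as not yet normalized between arrays.

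Each array was quantile normalized over all probe sets on the linear scale, values under 1 were set to 1, and log2 was taken. After this 0.0810% of tested values and 18.0% of all probe set values lay at the floor of 1. Probe sets were named from the platform's annotation by way of Entrez gene number for 20764 probe sets and accession for 2, and 66 kept the array's symbol: 20832 have 1 gene symbol, 436 have several and 9831 have none, among them 57 controls. Probe sets with several symbols and controls were left out. Each of 14217 genes was represented by its probe set with the highest mean log2 value, and 9258 genes with a mean signal over 6.69, the median of all probe sets, were tested. Genes under it are called dim and given by level.

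Groups were compared in R 4.3.3 with limma 3.58.1: 1 linear model over all 8 arrays with group as its only term (4 residual degrees of freedom), contrasts of WR, DSW1200 and SeW with TW and of SeW with DSW1200, empirical Bayes with an intensity trend, Benjamini-Hochberg adjustment over the tested genes and adjusted p 0.05 as the threshold. The median standard error of a log2 change was 0.264. A moderated F test covered the 3 contrasts with TW. Of 50 gene lists, 47 with at least 3 measured genes were tested by limma's camera with a preset correlation between genes of 0.01, and again with an estimated correlation. Lists taken from the paper's tables are not independent evidence. The correlation of DSW1200 and SeW changes was set beside 100 simulations of unchanged groups that shared a TW group of 2 arrays.

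The method was tested on simulated data with the mean levels, spread and unequal brightness of these arrays, in which 200 genes changed: 3 calls were false among 77 between WR and TW, 0 among 66 between DSW1200 and TW and 3 among 60 between SeW and TW, and in that order 75.4%, 76.2% and 70.3% of genes changed 4-fold were found, 31.3%, 25.8% and 18.2% of those changed 2-fold and 5.97%, 1.59% and 0% of those changed 1.5-fold. Camera with the preset correlation gave an adjusted p of 3.39e-10 for a list moved by 0.5 log2 units. It called 0 of 40 unmoved lists. With an estimated correlation the moved list had 0.277. The simulation was set by levels, spread and brightness, not by correlation between genes. It therefore cannot tell whether the preset correlation calls too many lists of genes that vary together. Means of the 9 spike-in control probe sets were 2617 in TW, 2761 in WR, 3054 in DSW1200 and 2358 in SeW, and GAPDH 3'/5' ratios were 2.87, 2.54, 3.43 and 1.81.

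The design, the gene lists, the rule for named genes and these alternatives were set before the data were examined: values as deposited, median centring, no filter, a stricter filter (signal over 36.2, 5543 genes), an offset of 32 before log2, the mean of a gene's probe sets, no intensity trend, only the 4 arrays compared, the replicate number as a block, each array left out in turn, the 2-fold criterion with and without overlap, all probe sets, and the estimated correlation in camera. The beta-actin 3'/5' ratio as a covariate was added after seeing the data. Genes named in the text were drawn from these sets, and not every gene in them is named: the genes of Tables 2 and 3 under their comparison; *Txnrd1*, *Bcl2*, *Bax*, *Bad*, *Gsr*, *Sod1* and *Mcl1* in every comparison; the 10 largest rises and 10 largest falls past the threshold without overlap, filled by smallest p among 2-fold changes where fewer passed; and up to 4 members with the smallest p in each list described. The clock genes of the time of day test are named as its members. Values in the paper's tables count as seen.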

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

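The test of the share of crypt cells and the fit with the 3'/5' ratio as a covariate were chosen only after the results were seen.

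Between SeW and TW 177 genes passed, against 0 for DSW1200 and 1 for WR. This contrast depends on the settings: in that order the counts were 12, 0 and 0 with no filter. Without an intensity trend they were 1, 0 and 0. Nor did the contrast hold in each fit with 1 array left out, where a group keeps 1 array. Camera looks for a shared direction (clock list adjusted p 0.862, 0.884 with an estimated correlation), so it cannot decide for genes that moved both ways. Among 12 measured clock genes, 4 passed as higher and 4 as lower with adjustment over the list alone. Over all genes 3 passed: *Nr1d2* was higher by 2.39, *Bmal1* changed by -1.47 and *Nfil3* by -2.53 (log2). Normalization between arrays of unequal brightness stays open as a source of the number of calls: with median centring 100% of the 177 genes kept their direction, but that changes the median SeW change by little (-0.042 to 0.067) beside changes of this size, and 42 genes (35 higher, 7 lower) passed in place of 177 (74 higher, 103 lower); as deposited 147 of the 177 kept their direction. Weaker 3' bias of the SeW RNA cannot be told apart from the treatment: the slope on the beta-actin ratio within groups predicted the direction of 48.0% of the 177 genes (SE 3.76 percentage points; 45.6% over all tested genes), and with the ratio as a covariate 0 genes passed, where the median standard error of the 177 rose from 0.197 to 0.494 while the median size of their change went from 1.13 to 1.21 and 177 kept their direction. The mean change of *Per1*, *Per2*, *Nr1d1*, *Nr1d2* and *Tef* minus that of *Bmal1*, *Npas2* and *Clock* gave 2.58 (SE 0.518) between SeW and TW. It was 0.062 in WR and -0.54 in DSW1200. This SE is the spread between genes and not between arrays. Another time of day of sampling may therefore contribute. Selenium itself stays open and was not tested apart from these; the call was lost for *Nr1d2* without SeW replicate 1 (0.0678) or SeW replicate 2 (0.129) and with no filter (0.0839) and without an intensity trend (0.117), for *Nfil3* without SeW replicate 2 (0.0607) and with no filter (0.0792), without an intensity trend (0.102) and with only the 4 arrays compared (at the threshold) and for *Bmal1* without each of the 8 arrays (0.0523 to 0.255) and as deposited (0.275), with median centring (0.0775), with no filter (0.133), with the mean of probe sets (0.0640), without an intensity trend (0.144), with only the 4 arrays compared (0.111) and with a replicate block (0.0519).

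Proliferation genes were higher than TW in WR (median 0.77; adjusted p 0.654 with an estimated correlation), lay above it in DSW1200 without passing (19 of 22 genes, median 0.50, adjusted p 0.138) and were higher in SeW (median 0.88, 21 of 22 genes, adjusted p 2.47e-05, 0.690 with an estimated correlation; 0.157 as deposited). A single low TW array is argued against, because the lowest of the 6 medians against either TW array alone was still 0.28 (DSW1200 against TW replicate 1). A larger share of crypt cells in the detached epithelium, which could come from water restriction or selenium or from the detachment, cannot be told apart: it needs brush border genes below TW, whose highest median was 0.21 (SeW) after quantile normalization but -0.079 with median centring. No biological explanation was tested beyond this.

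T cell markers (median -0.67, 15 of 15 genes lower, adjusted p 0.00318, 0.400 with an estimated correlation) and myeloid markers (median -0.66, 16 of 18, adjusted p 0.00318, 0.787) were lower in SeW than in DSW1200, a difference between these groups; the myeloid call was lost without SeW replicate 1 (0.0654). A smaller share of immune cells in the SeW fraction stays open. The 8 measured B and plasma cell genes had a median of -0.071 (SE 0.465, over genes and not arrays), too wide to decide. Endothelial markers (6 of 7 lower, median -0.54, adjusted p 0.267) and pancreatic acinar genes (5 of 5 lower, median -1.47, 0.307) lay lower without passing. Of 23 brush border genes, 21 lay higher. Weaker 3' bias of the SeW RNA stays open too, as within-group slopes predicted a fall for 42.4% of the 33 markers (SE 8.70 percentage points). *Gzma* (-1.28, adjusted p 0.0204) and *Gzmb* (-1.18, 0.0325), killer cell proteases, passed one by one, and neither did without either SeW array (*Gzma* 0.131 and 0.131, *Gzmb* 0.181 and 0.131), either DSW1200 array (0.0809 and 0.0612, 0.0953 and 0.104) or WR replicate 2 (0.0503, 0.0619), nor *Gzmb* without WR replicate 1 (0.0619); *Gzma* was also lost as deposited (0.249), with median centring (0.109), with no filter (0.0761) and without an intensity trend (0.0987), and *Gzmb* as deposited (0.456), with median centring (0.135), with no filter (0.0948), without an intensity trend (0.115) and with a replicate block (0.0539).

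Between SeW and DSW1200 *Nr1d1*, a clock repressor, differed by 4.58 (adjusted p 0.0201), a call lost without WR replicate 2 (0.0503), DSW1200 replicate 1 (0.0556), SeW replicate 1 (0.0999) or SeW replicate 2 (0.193) and with no filter (0.107) and without an intensity trend (0.0987); its DSW1200 signals (1.26 and 5.90) lie under 6.69, the level used for dim genes, so the size of the difference is not well measured. Outside the genes the paper discusses, *Abcb1a* was higher in SeW than in TW by 3.11 and *Mt1* changed by -2.03, each lost without either SeW array (*Abcb1a* 0.0523 and 0.0852, *Mt1* 0.114 and 0.0951) and further *Abcb1a* with no filter (0.0792) and without an intensity trend (0.0965) and *Mt1* with no filter (0.0984), without an intensity trend (0.118) and with only the 4 arrays compared (at the threshold), and both with the ratio as a covariate, where no gene passed; *Defa24* was higher in WR than in TW by 3.42, lost without either WR array (0.0656 and 0.319) and with no filter (0.280) and without an intensity trend (0.211); it also lay above both TW arrays in DSW1200 (1.50) and SeW (2.13), so low TW levels may be part of the difference (3.06 without TW replicate 1 and 3.77 without TW replicate 2).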

How the results depend on the processing

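The 3'/5' ratio as a covariate was chosen after seeing the data; beyond the explanations weighed with the patterns, the cause was not tested for the changes given here. Replication limits what can be seen, with 4 residual degrees of freedom; background was not measured, so what signal over background hides is known only as the 9258 of 14217 genes over the filter.

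Counts of called genes, in the order WR, DSW1200 and SeW against TW, SeW against DSW1200 and the F test over the groups, were 1, 0, 177, 252 and 57. They became 3, 0, 4395, 3740 and 2766 as deposited; 1, 0, 42, 70 and 42 with median centring; 0, 0, 12, 19 and 1 with no filter; 1, 0, 270, 364 and 83 with the stricter filter; 1, 0, 211, 296 and 92 with an offset of 32; 1, 0, 64, 141 and 18 with the mean of probe sets; 0, 0, 1, 1 and 0 without an intensity trend; and 1, 0, 0, 0 and 0 with the ratio as a covariate. The F test has no value for the next 4: with only the 4 arrays compared the counts were 1, 0, 26 and 253, over all probe sets 1, 0, 215 and 335, by 2-fold change alone 444, 394, 630 and 574, and by 2-fold change without overlap 330, 268, 536 and 501. Leaving out 1 array gave 0 to 213, 0 to 121, 1 to 528, 3 to 434 and 2 to 393. Of the 177 genes, 79 still passed as deposited and 36 with median centring; 147 and 177 kept their direction.

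With the replicate number as a replicate block the counts were 1, 0, 114, 116 and 22, and it changed no call of a gene list; replicates share only a number (correlation of deviations between groups -0.065 to 0.040), so nothing was paired.

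Genes of Table 3 on the side the paper gives were 3 of 10 in WR (8 as deposited, 1 with median centring), 6 of 8 in DSW1200 and 5 of 10 in SeW (9 as deposited); leaving out 1 array gave 3 to 4, 3 to 6 and 4 to 6. The Table 2 counts (3, 6 and 20) moved by no more than 1.5 times under the alternatives set for them; leaving out 1 array gave 3 to 4, 4 to 6 and 19 to 20.

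Called gene lists were 11 (WR), 0 (DSW1200), 8 (SeW) and 6 (SeW against DSW1200), and 0 with an estimated correlation. DSW1200 had 1 with median centring and 3 with the mean of probe sets; SeW had 4 with no filter, 3 with the stricter filter and 5 with only the 4 arrays; SeW against DSW1200 had 15 as deposited and 2 with median centring. Leaving out 1 array gave 9 to 12, 0 to 8, 4 to 13 and 5 to 10. The brush border list in SeW reversed with median centring (-0.079). The correlation of DSW1200 and SeW changes was 0.499 with no filter, 0.325 with the stricter filter, 0.347 with the offset and 0.355 to 0.690 with 1 array left out.

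As deposited, of 744 named values 17 reversed with a call in at least 1 of the 2 fits, 125 more changed sign with a call in neither, 25 lost a call and 129 gained one. Reversed with a call, between SeW and TW: *Txnrd1* 0.76, *Cat* 0.90, *Ctsb* 0.49, *Gpx1* 0.77, *Gpx3* 0.97, *Idh1* 0.56, *Park7* 0.93, *Prdx2* 0.73, *Prdx3* 0.61, *Prdx5* 0.77, *Cideb* 0.90, *Xbp1* 0.88, *Jund* 0.11, *Cox5a* 0.017; between SeW and DSW1200: *Txnrd1* 0.85, *Sod1* 0.73, *Api5* 0.085. With median centring 0 of 745 reversed with a call, 20 changed sign with a call in neither fit and 34 lost a call.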

Differences from the paper's values

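Values are fold changes against TW, with a minus sign for lower; the paper's value comes first and the value from the arrays second. The paper's are PCR array values with no error given, and those here are limma estimates from Affymetrix arrays; a pair is listed when the directions differ or when the distance on the log2 scale is over 1 standard error. In brackets stand those alternatives set before the data were examined under which the pair no longer differs; where none is named, the pair differs under each alternative run. None of the tests here was chosen after the result was seen.

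For WR, 3 of the 4 genes of Table 2 differ: *Prdx4* -2.11, 1.07; *Psmb5* -1.62, -1.27 (median centring, without TW replicate 1); *Sod1* -2.09, -1.61 (median centring). For DSW1200, 12 of 12 differ: *Apoe* 4.45, 1.10; *Ercc2* 5.97, -1.09; *Fancc* 5.29, 1.61; *Gpx1* 3.67, 1.12; *Gsr* 3.81, -1.40; *Park7* 3.99, -1.13; *Prdx4* 3.04, 1.15; *Prnp* 2.70, -1.15; *Sepp1* 2.60, 1.34; *Srxn1* 2.77, 1.27; *Txnip* 2.22, -1.71; *Txnrd1* 2.61, -1.09.

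For SeW, 34 of 40 genes of Table 2 differ: *Apc* -1.12, 1.05; *Cat* 1.62, -1.05 (as deposited); *Ccl5* -5.63, -1.46; *Ccs* 3.32, -1.46; *Ctsb* 1.13, -1.19; *Cyba* 5.48, 1.25; *Ercc6* -2.19, 1.58; *Gclm* 1.47, 1.12 (median centring, without TW replicate 1, without SeW replicate 1); *Gpx1* 4.00, -1.15; *Gpx2* 5.05, -2.38; *Gpx4* 2.80, -1.61; *Gsr* 2.12, 1.06 (as deposited); *Gstp1* 1.59, -1.48 (as deposited); *Hmox1* -2.55, 1.08; *Idh1* 1.56, -1.02 (as deposited, mean of probe sets); *Nqo1* 1.49, -1.38 (as deposited); *Park7* 2.23, -1.03 (as deposited); *Prdx2* -1.62, -1.18; *Prdx4* -1.49, 1.05; *Prdx5* 2.73, -1.04; *Prdx6* 8.00, 1.16; *Prnp* 2.57, -1.33; *Ptgs1* -1.12, -2.02 (as deposited, mean of probe sets); *Sels* -2.30, 1.42; *Sepp1* 2.16, 1.43 (as deposited, without TW replicate 1); *Slc38a1* 2.97, -1.27; *SOD2* 1.78, 1.01 (as deposited); *Sqstm1* 9.79, 1.01; *Srxn1* 2.62, -1.41; *Txn1* -3.32, -1.04; *Txnip* 6.56, 1.27; *Txnrd1* 4.61, -1.15; *Txnrd2* -1.73, -1.22; *Ucp2* 13.03, 1.24.

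In Table 3, 10 of 10 genes differ for WR: *Aifm1* 1.64, 1.08; *Api5* 1.69, 1.12; *Bag1* 1.45, -1.24; *Bad* 1.24, -1.19 (as deposited, without TW replicate 2, without WR replicate 2); *Casp1* 1.24, -1.22 (as deposited); *Cideb* 2.26, -1.15; *Fas* 1.70, -1.05; *Gadd45a* -1.12, 1.07 (median centring, without TW replicate 1); *Pycard* 2.03, -1.15; *Xiap* 1.36, 1.01 (as deposited, mean of probe sets). For DSW1200, 5 of 8 differ: *Api5* -1.39, 1.20; *Cideb* -1.43, -1.04; *Gadd45a* 1.04, -1.41; *Mcl1* 1.04, 1.98; *Pycard* -1.54, -1.11. For SeW, 10 of 10 differ: *Aifm1* 3.35, 1.20; *Api5* 2.25, -1.48; *Bag1* 4.24, -2.33; *Casp1* 4.21, -1.24; *Cideb* 4.49, -1.04; *Fas* 2.57, 1.20 (as deposited); *Gadd45a* 7.19, 2.14; *Mcl1* 4.13, 1.76 (as deposited); *Pycard* 1.61, -1.51; *Xiap* 4.90, 1.10.

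The directions are opposite for 1 gene (WR), 6 (DSW1200) and 20 (SeW) of Table 2 and for 7, 2 and 5 of Table 3. The paper's text states higher *Txnrd1* transcript and protein in DSW1200 and SeW than in TW. Its protein evidence is Western blots after a week of drinking, which arrays of transcripts do not address. The mean transcript levels here are lower in both groups. Among the alternatives run for this gene, the values as deposited alone call the *Txnrd1* transcript higher in SeW. *Mcl1*, which the paper states to be higher in SeW, has a higher mean here and passes as deposited. As deposited, 22 genes that Tables 2 and 3 list for SeW pass in the paper's direction: *Cat*, *Ctsb*, *Cyba*, *Gclm*, *Gpx1*, *Gstk1*, *Idh1*, *Park7*, *Prdx5*, *Prdx6*, *Sepp1*, *SOD2*, *Sqstm1*, *Txnip*, *Txnrd1*, *Ucp2*, *Aifm1*, *Cideb*, *Fas*, *Gadd45a*, *Mcl1* and *Xiap*. In the same fit 8 pass in the direction opposite to the paper's: *Apc*, *Ercc6*, *Gpx3*, *Hmox1*, *Prdx2*, *Prdx3*, *Prdx4* and *Sels*. The median change of all genes between SeW and TW is 0.92 log2 units in that fit. Among the other alternatives with 2 arrays in each group, *Gadd45a* in SeW is called in the paper's direction (stricter filter, offset of 32).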

Other observations

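In SeW brush border genes, the digestive enzymes and transporters of mature enterocytes, lay above TW in 19 of 23 cases (median 0.21, adjusted p 0.00259, 0.684 with an estimated correlation) and above DSW1200 in 21 of 23 (median 0.30, 1.24e-04, 0.518), but with median centring neither passed (0.775 and 0.913) and the medians were -0.079 and 0.059. *Si*, sucrase-isomaltase, was higher than in TW (1.17 (SE 0.23, adjusted p 0.0379)), and so was *Aqp3*, a water and glycerol channel (1.92 (SE 0.26, adjusted p 0.0123)); *Si* was lost without TW replicate 2 (0.111), WR replicate 1 (0.0672), WR replicate 2 (0.0657), SeW replicate 1 (0.193) or SeW replicate 2 (0.176) and with median centring (0.289), with no filter (0.154), with the mean of probe sets (0.0572), without an intensity trend (0.159) and with only the 4 arrays compared (0.0793), and *Aqp3* without SeW replicate 1 (0.0946) or SeW replicate 2 (0.0571) and with no filter (0.0792) and without an intensity trend (0.117). Ion and water transport genes had medians of 0.32 against TW and 0.36 against DSW1200 (adjusted p 0.00386 and 0.00384; 0.646 and 0.400 estimated; lost against DSW1200 with median centring (0.0704)), and xenobiotic metabolism genes 0.25 against TW and 0.24 against DSW1200 (adjusted p 0.0163 and 0.0186; 0.690 and 0.787 estimated), the latter lost against TW without TW replicate 2 (0.0503) and with no filter (0.290) and against DSW1200 without DSW1200 replicate 2 (0.180) or SeW replicate 2 (0.0792) and with median centring (0.0580) and with no filter (0.443). Proliferation genes lay above DSW1200 as well (19 of 22 genes above, median 0.48, adjusted p 0.0186, 0.868 estimated), a call lost without DSW1200 replicate 2 (0.0771) or SeW replicate 1 (0.369) and as deposited (0.908) and with median centring (0.0543). Lower than in TW were cholesterol synthesis genes (15 of 18 genes below, median -0.52, adjusted p 0.0163, 0.783 estimated), lost without TW replicate 1 (0.0591), TW replicate 2 (0.0558) or SeW replicate 1 (0.190) and with the stricter filter (0.0732), and myeloid markers (14 of 18 genes below, median -0.47, adjusted p 0.0463, 0.783 estimated), lost without TW replicate 1 (0.796), WR replicate 1 (0.0538), WR replicate 2 (0.0561) or SeW replicate 1 (0.343) and with no filter (0.133), with the stricter filter (0.0760) and with only the 4 arrays compared (0.0586). Between SeW and TW, the 3 genes that Table 3 lists as higher in DSW1200 had a median of 0.82 (adjusted p 0.0484, 0.684 estimated). Between DSW1200 and TW their median was 0.11 (adjusted p 0.787). The SeW call did not hold in each fit with 1 array left out. It was lost as deposited (0.0505), with no filter (0.0718), with the stricter filter (0.0965) and with the mean of probe sets (0.0545). It was also lost without an intensity trend (0.0996) and with only the 4 arrays compared (0.0586). These 3 genes are not independent of the paper. SeW arrays had the weakest 3' bias, so these differences and the state of the RNA go together.

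In WR ribosomal protein genes were higher than in TW (38 of 43 genes above, median 0.25, adjusted p 1.04e-06, 0.654 estimated; median 0.055 and adjusted p 0.0590 with median centring), as were fibroblast (12 of 12 genes above, median 0.63, adjusted p 0.00465, 0.654 estimated), myeloid (16 of 18 genes above, median 0.45, adjusted p 0.00141, 0.654 estimated) and T cell markers (13 of 15 genes above, median 0.34, adjusted p 0.0197, 0.654 estimated). Lower were brush border genes (18 of 23 genes below, median -0.19, adjusted p 0.00942, 0.654 estimated), lipogenesis genes (9 of 11 genes below, median -0.33, adjusted p 0.0197, 0.654 estimated) and targets of the fasting regulator PPAR-alpha (13 of 20 genes below, median -0.22, adjusted p 0.0281, 0.654 estimated). The call was lost for fibroblast markers without TW replicate 2 (0.737) or WR replicate 1 (0.120), for myeloid markers without TW replicate 2 (0.461), for T cell markers without TW replicate 1 (0.0748), TW replicate 2 (0.104) or WR replicate 1 (0.112) and as deposited (0.0721), for brush border genes without TW replicate 2 (0.0931) or WR replicate 2 (0.195) and without an intensity trend (0.0609), for lipogenesis without TW replicate 1 (0.178) or WR replicate 2 (0.213) and without an intensity trend (0.0665) and for PPAR-alpha targets without TW replicate 1 (0.0649), TW replicate 2 (0.189) or WR replicate 2 (0.201) and as deposited (0.0614), with the stricter filter (0.141), with the mean of probe sets (0.362) and without an intensity trend (0.0665). Over all genes 0 members of these 7 lists passed by limma, with 898 of 9258 genes at an unadjusted p under 0.05; adjusted over its list alone 1 T cell marker passed as higher and 1 lipogenesis gene as lower.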
